# Adult and Larval Tracheal Systems Exhibit Different Molecular Architectures in *Drosophila*

**DOI:** 10.3390/ijms24065628

**Published:** 2023-03-15

**Authors:** Judith Bossen, Ruben Prange, Jan-Philip Kühle, Sven Künzel, Xiao Niu, Jörg U. Hammel, Laura Krieger, Mirjam Knop, Birte Ehrhardt, Karin Uliczka, Susanne Krauss-Etschmann, Thomas Roeder

**Keywords:** respiratory system, epithelial immune system, *Drosophila*, transcriptomics, adult specific, circadian rhythm

## Abstract

Knowing the molecular makeup of an organ system is required for its in-depth understanding. We analyzed the molecular repertoire of the adult tracheal system of the fruit fly *Drosophila melanogaster* using transcriptome studies to advance our knowledge of the adult insect tracheal system. Comparing this to the larval tracheal system revealed several major differences that likely influence organ function. During the transition from larval to adult tracheal system, a shift in the expression of genes responsible for the formation of cuticular structure occurs. This change in transcript composition manifests in the physical properties of cuticular structures of the adult trachea. Enhanced tonic activation of the immune system is observed in the adult trachea, which encompasses the increased expression of antimicrobial peptides. In addition, modulatory processes are conspicuous, in this case mainly by the increased expression of G protein-coupled receptors in the adult trachea. Finally, all components of a peripheral circadian clock are present in the adult tracheal system, which is not the case in the larval tracheal system. Comparative analysis of driver lines targeting the adult tracheal system revealed that even the canonical tracheal driver line *breathless* (*btl*)*-Gal4* is not able to target all parts of the adult tracheal system. Here, we have uncovered a specific transcriptome pattern of the adult tracheal system and provide this dataset as a basis for further analyses of the adult insect tracheal system.

## 1. Introduction

Respiratory organs have evolved in parallel in different groups of animals to allow optimal gas exchange. Especially those animals with the highest metabolic activities depend on efficient respiratory organs. Insects show impressive metabolic performance by using a respiratory system otherwise rarely found in the animal kingdom, the tracheae. Despite different ontogenetic origins, the tracheae of insects and the vertebrate lungs share various commonalities [1,2]. In both cases, we are dealing with blind-ended gas transport systems having a tree-like branched structure. Gas transport and gas exchange are also spatially separated in both organs, whereby the exchange of gases occurs in the terminal cells in insects [3] and the alveoli in mammals. Insect larvae show the original structure of a tracheal system. In contrast, the tracheal system in adult insects, especially in metabolically active flying insects, is much more complex and exhibits elements that are otherwise not or hardly ever found in larval tracheal systems. The more complex adult tracheal system comprises compressible air sacs and many anastomoses to allow for active breathing movement [4]. Recent studies have given us a basic understanding of how these very complex organs allow a highly efficient gas exchange that matches the metabolic needs during maximal physical activity [5,6,7,8,9]. While functional studies were mostly conducted with large insects, such studies are rare in the model insect, the fruit fly *Drosophila melanogaster*. However, most of our knowledge of tracheal molecular processes relies on studies with *Drosophila* [10,11]. Only recently, general aspects of tracheal development in other insects were elucidated, giving us information about how these large groups of insects manage tracheal organogenesis [12,13]. All these studies have led to an excellent understanding of the first steps of this complex process of organogenesis and the organization of the larval tracheal system, but this understanding of molecular processes relates almost exclusively to the larval system, while the adult tracheal system is mainly terra incognita in this respect [14]. For the larval trachea, particular attention focused on understanding the function of stem cells serving to form the pupal tracheal system [15,16,17,18]. Regarding processes in adult tracheal systems, the focus was on mechanisms that enable the supply of flight muscles with oxygen [19]. Even though larval and adult tracheae are respiratory organs of the same species, differences are evident. Larvae are developing animals, and adults no longer show this development, which should also be seen in the differential expression of genes.

It is noteworthy that there are only a few molecular genetic studies that focus on the larval tracheal system, with even less addressing the adult tracheal system. [20,21,22]. As a result, cellular and molecular mechanisms that are important for the functionality of the adult tracheal system are largely unknown. Compared to the larval tracheal system, the greater complexity of the adult tracheal system [23] should be reflected in differences in transcriptome profiles. Few studies addressed functional and structural aspects of the adult tracheal system using molecular genetic methods [24,25,26,27]. Recently, the FlyCellAtlas consortium has also addressed the single-cell analysis of adult tracheal cells [28]. Currently, however, no studies are publicly available, which could also be due to experimental difficulties in the specific isolation of tracheal cell nuclei.

Based on the already known background knowledge, we pursued in the present work the goal of better understanding the adult tracheal system of *Drosophila*. For this purpose, we performed a comprehensive transcriptome analysis of manually isolated adult tracheae and compared the data with those of larval tracheae. Substantial differences were revealed that point to different functionalities of larval and adult tracheae.

## 2. Results

### 2.1. Genes That Are Specifically Expressed in Adult Trachea

Tracheal systems of adult and larval *Drosophila* have different architectures. The simple basic structural plan realized in the larval tracheal system is supplemented in adults by additional elements that make the system far more complex. These structural elements, which are mainly found in the adult tracheal system, include air sacs and multiple anastomoses. To understand the molecular basis underlying these structural differences, we performed a comparative transcriptome analysis. For this purpose, we manually isolated both structures to represent the tracheal systems in their entirety and then subjected them to transcriptome analysis and ensured that no method-induced biases occurred (Figure 1). This comparison revealed distinct clustering of signatures obtained from tracheal cells to those obtained from whole flies, as shown by heat-map (Figure 1A) and principal component analyses (PCA) (Figure 1B). It yielded with 2733 a great number of differentially expressed genes (DEGs) that met the criteria (>1.5 fold up or down, FDR < 0.05, Table S1). 

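Some genes that specify and line the tracheal tube were read at higher levels in the hand-dissected adult tracheae than in whole flies. The transcript of *trh* (FBgn0262139, chromosome 3L from 366524 to 392633), the transcription factor that sets tracheal cell fate, was at 2.32 ± 0.969 RPKM (SD, n = 4) in adult tracheae and 0 ± 0 RPKM in whole flies (log2 fold change of 5.57, standard error 0.84, adjusted p = 0.00207). Those of *vvl*, a POU-domain factor of tracheal cells, and of *dpy*, a giant protein of the apical matrix, were 6.75 and 25.2 times as high. Of 17 tested genes in a list of tracheal epithelium markers, 8 were higher in the adult tracheae and 0 were lower (9 higher when adjusted over the list alone; camera, adjusted p = 0.000552, and adjusted p = 0.424 with an estimated correlation). Of 14 genes of chitin synthesis and assembly, the obstructor genes *obst-A*, *obst-B* and *obst-E* included, 2 were higher, *Gasp* and *Cda5*, and 0 lower (0 higher when adjusted over the list alone, 3 at an unadjusted p under 0.05, 3 higher by DESeq2, 1 with limma on log2(RPKM + 0.1) and 0 with an offset for exon length; camera, adjusted p = 0.478, and adjusted p = 0.589 with an estimated correlation). That count was 1 without adult trachea replicate 4 or whole-fly replicate 2 and 0 without any other single library. The chitin list shares *kkv*, *knk*, *rtv*, *mmy*, *serp*, *verm* and *Gasp* with the list of tracheal epithelium markers. The samples behind these values were tracheae of the head, thorax and abdomen and intact flies, all from w1118 females 5 to 7 days old, with 3 animals pooled for each of 4 libraries per group. The authors primed cDNA synthesis with oligo(dT), amplified the complete cDNA by PCR, sequenced it on a NextSeq 500 and mapped the reads to the BDGP6 genome in the CLC Genomics Workbench. The deposited values are whole-number read counts per gene, over the gene, its exons and its introns, and RPKM, which is exon reads scaled to the kilobases of exon and to the gene reads of the library. Total gene reads per library ran from 5139980 to 14962142 in adult tracheae (median 10132912.5) and from 5397732 to 9880844 in whole flies (median 6308786). Reads counted as intron reads made up 5.65 to 8.50% of these reads in adult tracheae and 4.86 to 5.83% in whole flies. That share also takes in genes without annotated exons, so it is not a measure of introns alone. Among them was *COX1*, with all of its 224705 reads in adult tracheae and 104310 in whole flies counted so. The 20 highest genes took 18.6 to 48.4% of the reads of an adult trachea library, against 14.5 to 15.3% of a whole-fly library. Fold changes were fitted to the total gene reads with TMM normalization and edgeR's quasi-likelihood test over the 10234 genes with at least 10 reads in at least 2 of the libraries compared. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change above 1.5, the thresholds of the study. Where 1 group had 0 reads, the fold is a bound against a floor of 3 reads over that group, and with 1 to 3 reads it is a ratio with a 95% counting interval. The reads carry no molecular identifiers, so these intervals and floors cover counting error only, and each p measures only the spread between these libraries. Other settings did not call *dpy* (an offset for exon length, adjusted p = 0.0686).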

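Adult tracheae and whole flies parted on genes that had few or no reads in 1 of the groups. The transcript of *alpha-Man-Ic*, an alpha-mannosidase, was at 15.7 ± 21.8 RPKM (SD, n = 4) in adult tracheae and had 0 reads in whole flies, at least 439.7-fold higher. That of *NimC4*, a receptor with which phagocytes take up dying cells, was at least 279-fold higher. In the other direction, *CG8562*, a predicted metallocarboxypeptidase, had 0 reads in adult tracheae and 107 ± 15.4 RPKM in whole flies, at least 1529-fold lower. The digestive serine protease genes *Jon66Ci* and *Jon44E* were also lower with 1 read each in the tracheae, by ratios of 1285 (95% counting interval 230.2 to 50801) and 679 (95% counting interval 121 to 26850.5) (adjusted p = 0.000512 and adjusted p = 0.000654). The first principal component of log2 CPM over the tested genes held 54.6% of the variance and the second 10.9%. On the first, the adult tracheae scored from 28.7 to 157 and the whole flies from -99.7 to -86.2 (exact two-sided permutation test, p = 0.029, the smallest that 4 libraries against 4 allow). Of the 10234 genes, 3127 had no overlap between the groups, or 30.6%, where chance gives 2.86%. The tracheal libraries were also the more spread group. Their log2 CPM correlated with one another at 0.771 to 0.872 and those of whole flies at 0.882 to 0.924. Adult trachea replicate 4 lay nearest to the flies, with a median correlation to them of 0.824, and replicate 3 farthest, with 0.590.

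**Figure D1:**
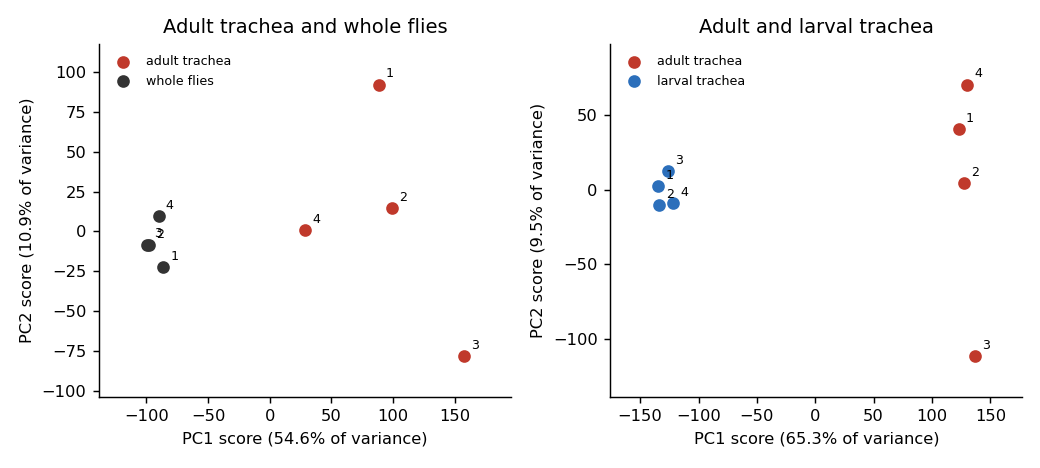
Scores of the libraries on the first principal component (x axis) and the second (y axis) of log2 CPM, for adult trachea and whole flies on the left and for adult and larval trachea on the right; each point is 1 library, with its replicate number. On the left the whole flies lie within -99.7 to -86.2 on the x axis and the adult tracheae within 28.7 to 157.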

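Between adult tracheae and whole flies, 2538 of 10234 genes were called, 1714 higher and 824 lower in the tracheae. Of these, 1367 and 748 had no overlap between the 4 libraries of each group. Among the genes with the largest increases were those of *CecC*, an antibacterial cecropin, at 39.1 ± 64.5 RPKM (SD, n = 4) in tracheae with 0 reads in whole flies (at least 134-fold higher, adjusted p = 0.0311), and of the immune-induced peptide *IM18* (log2 fold change of 9.62, adjusted p = 0.00821). Among the largest decreases were *CG9682*, with 0 reads in tracheae (at least 299-fold lower, adjusted p = 0.00206), and the trypsin-like protease gene *CG8299* (log2 fold change of -7.99, adjusted p = 0.000967). A fold of over 50 was reached by 219 of the higher genes and 56 of the lower ones. Of 20 cell cycle genes, 5 were lower and 0 higher (8 lower when adjusted over the list alone; camera, adjusted p = 2.99e-06, and adjusted p = 0.424 with an estimated correlation), with a median log2 fold change of -1.55. DESeq2 called 9 of them lower, limma on log2(RPKM + 0.1) 14 and the fit with adult trachea replicates 3 and 4 both left out 17. The lower cell cycle genes included *aurB*, the mitotic kinase Aurora B, at 132 ± 48.2 RPKM in whole flies and 20.0 ± 21.6 in tracheae (log2 fold change of -2.46, adjusted p = 0.0245). Markers of the ovary and eggshell, a tissue with dividing cells in the whole females, moved with them, with 3 of 24 lower and 0 higher, 8 lower without adult trachea replicate 4 and 1 without whole-fly replicate 4. Of 85 ribosomal protein genes, 6 were lower and 1 was higher (0 in either direction when adjusted over the list alone; camera, adjusted p = 5.33e-05, and adjusted p = 0.552 with an estimated correlation). The lower ribosomal genes numbered 13 with DESeq2, 25 with limma on log2(RPKM + 0.1), 14 with adult trachea replicates 3 and 4 both left out and 3 with an offset for exon length, where 6 were higher. Leaving out adult trachea replicates 1 to 4 in turn gave 10, 2, 4 and 9 of them lower and 0, 1, 3 and 1 higher, and leaving out whole-fly replicates 1 to 4 gave 4, 3, 2 and 2 lower and 2, 0, 0 and 0 higher. The number of calls fell to 1522 without adult trachea replicate 2, 1329 without whole-fly replicate 2 and 1358 without whole-fly replicate 3. The higher genes then numbered 1109, 982 and 1010, and the lower genes 413, 347 and 348, with 530 without adult trachea replicate 1, 1464 without adult trachea replicate 4, 479 without whole-fly replicate 1 and 532 without whole-fly replicate 4; the lower cell cycle genes numbered 15 without adult trachea replicate 4, 2 without adult trachea replicate 1 or 2, 1 without whole-fly replicate 1, 3 without replicate 4 and 0 without replicate 2 or 3.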

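Gene groups moved together in both directions between adult tracheae and whole flies. The imaginal disc growth factor genes, which encode secreted chitinase-like proteins, were all higher in tracheae (6 of 6, and 6 when adjusted over the list alone; camera, adjusted p = 0.000198, and adjusted p = 0.317 with an estimated correlation). The largest increase among them was that of *Idgf1*, at 99.9 ± 64.1 RPKM (SD, n = 4) against 8.18 ± 5.13 in whole flies (log2 fold change of 3.96, standard error 0.54, adjusted p = 0.00134). Genes of septate junctions, which seal the epithelium, were higher in 6 of 12 cases (9 when adjusted over the list alone), among them *cora*, with a fold of 14.4, and *nrv2*, with a fold of 6.97. Digestive enzyme genes of the midgut went the other way, with 5 of 16 lower and 0 higher (7 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 1.43e-05, and adjusted p = 0.257 with an estimated correlation). The protease gene *Jon25Biii* was at 55.6 ± 92.4 RPKM in tracheae and 3486 ± 1045 in whole flies (log2 fold change of -5.87, adjusted p = 0.00891), and *alphaTry* at 2404 ± 1835 and 25602 ± 2579.8 (log2 fold change of -2.79, adjusted p = 0.00993). Of 24 tested genes of the ovary and eggshell, 3 were lower and 0 higher (3 when adjusted over the list alone; camera, adjusted p = 1.91e-05, and adjusted p = 0.424 with an estimated correlation), such as the vitelline membrane gene *Vm26Ab* (log2 fold change of -6.54, adjusted p = 0.00466). In all, 67.5% of the genes called were higher in the tracheae, a share of 53.4% with an offset for exon length, 48.4% with adult trachea replicates 3 and 4 both left out, and 37.0% with limma on log2(RPKM + 0.1), which moved the median log2 fold change of all genes from 0.13 to -0.37. The lower genes numbered 1375 with DESeq2, 386 of 1664 calls with glmTreat against a fold of 1.5, 1849 with limma and 1428 without those 2 libraries. The lower midgut genes numbered 12 without adult trachea replicate 3, the lower ovary genes 8 without adult trachea replicate 4 and 1 without whole-fly replicate 4, and the higher septate junction genes 3 without adult trachea replicate 2 or 3 or whole-fly replicate 3.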

A total of 1897 of them were enriched, and 836 were depleted in the adult trachea. To verify whether our isolation of the trachea and the subsequent sample processing represents the transcriptome events in the adult trachea, we analyzed genes enriched in the adult trachea in more detail. To do this, we used the nine genes from this group with the highest transcript abundance (RPKM value) in the adult trachea (*whe*, *lcs*, *CG16826*, *Yp3*, *Yp1*, *CG45080*, *Yp2*, *Nplp2*, *CG34212*) to evaluate whether they were detectable in cells identified as tracheal cells in the FlyCellAtlas dataset. This was important because this was not necessarily expected for most of these genes. 

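Reads of *whe*, *lcs*, *CG16826*, *Yp3*, *Yp1*, *CG45080*, *Yp2*, *Nplp2* and *CG34212* were higher in adult tracheae than in whole flies, with each gene called and no call lost when any 1 library was left out. The levels of *whe* (FBgn0031176, chromosome X from 21402339 to 21402772) were the highest, at 75812 ± 93868 RPKM (SD, n = 4) in adult tracheae and 3959.6 ± 655 in whole flies (log2 fold change of 5.05, standard error 1.05, adjusted p = 0.00790). Its 4 tracheal libraries held 61717, 4737, 212090 and 24704 RPKM, so the spread between them exceeded the mean. The gene lies on the X chromosome close to *lcs* (FBgn0028583, chromosome X from 21396727 to 21397316), which was at 41565 ± 54842 RPKM in tracheae (log2 fold change of 5.03, adjusted p = 0.010). *CG16826* was at 41110.2 ± 52173 RPKM (log2 fold change of 5.54, adjusted p = 0.00689), *CG45080* at 16906 ± 18511 (log2 fold change of 5.39, adjusted p = 0.00614) and *CG34212* at 7570.1 ± 8060.4 (log2 fold change of 5.30, adjusted p = 0.00546). The yolk protein genes are transcribed in the adult fat body and in the follicle cells of the ovary. *Yp1* was at 18933 ± 12695 RPKM in tracheae and 2275 ± 1187 in whole flies (log2 fold change of 3.57, adjusted p = 0.00189), *Yp2* at 15234 ± 4273 and 3793 ± 496 (log2 fold change of 2.46, adjusted p = 0.000654) and *Yp3* at 25965 ± 7892 and 8999 ± 277 (log2 fold change of 1.97, adjusted p = 0.000894). The neuropeptide-like precursor gene *Nplp2* was at 10679 ± 4697 RPKM in tracheae and 4358 ± 897 in whole flies (log2 fold change of 1.70, adjusted p = 0.00650). Of 14 fat body genes, 8 were higher in the tracheae than in whole flies and 1 was lower, with and without adjustment over the list alone (camera, adjusted p = 0.000254, and adjusted p = 0.257 with an estimated correlation). The fat body genes included *apolpp*, the precursor of the lipophorin that carries lipids in the blood (log2 fold change of 4.59, adjusted p = 0.000967), and *FASN1*, a fatty acid synthase (log2 fold change of 2.05, adjusted p = 0.00089). Of 3 oenocyte genes, 2 were higher (2 when adjusted over the list alone), among them *Cyp4g1*, which makes cuticular hydrocarbons (log2 fold change of 1.48, adjusted p = 0.0106). *Nplp2* was not called with limma on log2(RPKM + 0.1) without a filter (adjusted p = 0.0730).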

We found that in the cells characterized by *btl* expression, all nine candidates showed strong expression (Figure 1C). Moreover, we tested the validity of the approach by selecting genes specifically found in the adult trachea (Figure S1A), specifically in the larval trachea (Figure S1B) and those enriched in the adult trachea (vs. whole adults, Figure S1C). In all cases, the predicted relative expression was reproduced by qRT-PCR.

To further pinpoint the role of the enriched DEG, a gene ontology enrichment (GO) analysis was conducted with the top 400 upregulated DEG in the adult trachea, which revealed a diverse network of involved biological processes (Figure 1D). This network showed a range of processes that were divided into five partially overlapping clusters and, so far, have not been associated with tracheal physiology. In the center of the network, where most genes are located, GO terms related to cell signaling, G-protein-coupled receptor signaling (GPCR), response to stimuli, and defense response to bacteria were found. Additionally, clusters with GO terms related to mating behavior and adhesion were enriched in the top 400 genes. 

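Receptor and defence genes were among those higher in adult tracheae than in whole flies. The serotonin receptor gene *5-HT1A* was 37.0 times as high, at 1.17 ± 0.696 RPKM (SD, n = 4) in tracheae and 0.0761 ± 0.0842 in whole flies (log2 fold change of 5.21, standard error 1.12, adjusted p = 0.00921). *AkhR*, the receptor of adipokinetic hormone, was at 25.7 ± 6.97 and 9.83 ± 4.90 RPKM (log2 fold change of 1.78, adjusted p = 0.00867). Of 17 tested biogenic amine receptor genes, 6 were higher and 0 lower (8 higher when adjusted over the list alone; camera, adjusted p = 0.00121, and adjusted p = 0.424 with an estimated correlation), a count of 3 without adult trachea replicate 3 or whole-fly replicate 2. Among 28 neuropeptide receptor genes, 6 were higher and 0 lower (2 higher when adjusted over the list alone; camera, adjusted p = 0.00390, and adjusted p = 0.424 with an estimated correlation), which became 2 without adult trachea replicate 2 or 3 or whole-fly replicate 2 or 4, 3 without whole-fly replicate 1 and 1 without whole-fly replicate 3. With an offset for exon length, 3 biogenic amine receptors were higher and 1 lower, and 3 neuropeptide receptors were higher and 0 lower. With adult trachea replicates 3 and 4 both left out, 3 genes of each of these lists were higher. Over all genes tested 1714 of 10234 were higher. Neuron markers moved with these receptors, 17 of 18 higher and 0 lower (11 without adult trachea replicate 3 and 10 with the offset). The antibacterial peptide gene *Mtk* was 172 times as high (log2 fold change of 7.43, adjusted p = 0.0160), *AttC* 90.4 times (log2 fold change of 6.50, adjusted p = 0.0109) and the bomanin gene *IM2* 17.2 times (log2 fold change of 4.11, adjusted p = 0.00289). All 8 genes of bomanins and immune-induced peptides were higher (8 when adjusted over the list alone; camera, adjusted p = 0.00390, and adjusted p = 0.424 with an estimated correlation). Of 16 antimicrobial peptide genes, 8 were higher and 0 lower (11 higher when adjusted over the list alone; camera, adjusted p = 0.192, and adjusted p = 0.697 with an estimated correlation), with 3 higher without adult trachea replicate 2 or whole-fly replicate 2, 3 or 4, 5 without whole-fly replicate 1, 4 with limma on log2(RPKM + 0.1) and 12 with adult trachea replicates 3 and 4 both left out. Genes of the Toll pathway were higher in 10 of 14 cases (10 when adjusted over the list alone; camera, adjusted p = 0.00121, and adjusted p = 0.424 with an estimated correlation), 5 without adult trachea replicate 2, 6 without whole-fly replicate 2, 4 with limma on RPKM and 7, with 1 lower, with an offset for exon length. Among them was *PGRP-SA*, a circulating sensor of bacterial cell walls (log2 fold change of 2.88, adjusted p = 0.00469). Blood cell genes moved with the defence genes: 10 of 13 haemocyte markers were higher (11 when adjusted over the list alone; camera, adjusted p = 5.47e-05, and adjusted p = 0.257 with an estimated correlation; 6 without whole-fly replicate 3), such as the scavenger receptor gene *NimC1* (log2 fold change of 4.60, adjusted p = 0.000654) and the clotting factor gene *Hml* (log2 fold change of 4.01, adjusted p = 0.000654). The paper states that gene ontology terms of these kinds stood at the centre of its network of enriched genes.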

GO terms related to the regulation of ion transport and regulation of membrane potential are also overrepresented in the adult respiratory system in comparison to the remaining of the animal (Figure 1D).

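Among genes of ion channels, 7 of 10 nicotinic acetylcholine receptor subunits, 6 of 19 potassium channels and 2 of 14 ionotropic glutamate receptors were called higher in adult tracheae than in whole flies. In these 3 groups 0 were lower. Adjusted over each list alone, the higher genes numbered 10, 6 and 2. With an offset for exon length they numbered 5, 5 and 2, and 1 potassium channel was lower. Over all genes tested 1714 of 10234 were higher, and 36.5% in the tenth with the longest exons. The share of glutamate receptors was not above that of all genes. The subunit gene *nAChRbeta1* was at 7.53 ± 5.34 RPKM (SD, n = 4) in tracheae and 0.490 ± 0.279 in whole flies (log2 fold change of 4.61, standard error 0.92, adjusted p = 0.00680), and *nAChRalpha6* at 2.43 ± 2.33 and 0.0716 ± 0.143 (log2 fold change of 4.90, adjusted p = 0.00611). Among potassium channels, *Sh*, which carries fast-inactivating currents, was 30.8 times as high (log2 fold change of 4.94, adjusted p = 0.00701), *Shab*, a delayed rectifier, 84.5 times (log2 fold change of 6.40, adjusted p = 0.00188) and the calcium-activated *SK* 23.7 times (log2 fold change of 4.56, adjusted p = 0.00635). The glutamate-gated chloride channel gene *GluClalpha* was 28.9 times as high (log2 fold change of 4.85, adjusted p = 0.00865). In set tests with camera, adjusted p was 0.00121 for nicotinic receptors, 0.0142 for potassium channels and 0.0122 for glutamate receptors, and adjusted p = 0.424, 0.463 and 0.375 with an estimated correlation. Neurotransmitter transporters were higher in 6 of 10 cases (7 when adjusted over the list alone; camera, adjusted p = 0.00374, and adjusted p = 0.424 with an estimated correlation), *VAChT*, which loads acetylcholine into vesicles, with a fold of 129 (log2 fold change of 7.01, adjusted p = 0.00418). Genes that mark nerve cells rose with the channels: 17 of 18 neuron markers were higher (18 when adjusted over the list alone; camera, adjusted p = 1.91e-05, and adjusted p = 0.424 with an estimated correlation; 11 without adult trachea replicate 3 and 10 with an offset for exon length). The active zone gene *brp* was at 1.17 ± 0.837 RPKM in tracheae and 0.0786 ± 0.0304 in whole flies (log2 fold change of 5.05, adjusted p = 0.00381), and the vesicle gene *nSyb* at 10.5 ± 7.01 and 1.30 ± 0.782 (log2 fold change of 3.59, adjusted p = 0.00860). Of 23 photoreceptor markers, 12 were higher (14 when adjusted over the list alone; camera, adjusted p = 1.91e-05, and adjusted p = 0.424 with an estimated correlation), and of 6 glial markers 3 (5 when adjusted over the list alone; camera, adjusted p = 0.00390, and adjusted p = 0.375 with an estimated correlation). The call was also lost for *Shab* (limma on log2(RPKM + 1), adjusted p = 0.0577), *SK* (limma on log2(RPKM + 1), adjusted p = 0.0540) and *brp* (limma on log2(RPKM + 1), adjusted p = 0.0508).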

### 2.2. The Respiratory Systems from Adults and Larvae Are Clearly Distinct

*Drosophila* is a holometabolic insect and reorganizes its whole morphology during pupation to adjust tissue structures and function to the imago’s requirements. Therefore, also the respiratory system undergoes a dramatic remodeling process during metamorphosis [14]. 

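The adult tracheae came from the same 4 libraries as those set against whole flies, and 4 libraries of hand-dissected tracheae from 3rd instar larvae of both sexes were set beside them, again with 3 animals pooled for each. The transcript of *Est-6* (FBgn0000592, chromosome 3L from 12188818 to 12190705), a carboxylesterase, was at 737 ± 606 RPKM (SD, n = 4) in adult tracheae and had 0 reads in larval ones, at least 14902-fold higher. The larval cuticle gene *Lcp65Ab2* (FBgn0020643, chromosome 3L from 6146674 to 6147089) was at 1139 ± 855 RPKM in larval tracheae and had 0 reads in adult ones, at least 6938-fold lower. The neuropeptide-like gene *Nplp4* took the largest share of the larval reads, 7.13 to 11.3% of each library. In adult tracheae *Yp1*, *Yp3* or *CG16826* held that place, with 4.12 to 14.6%. The larval libraries were prepared, sequenced and counted by the authors as the adult ones were, and held 5017919 to 8169848 total gene reads each (median 7023289). Of these, 7.81 to 8.85% were counted as intron reads, which again take in genes without annotated exons such as *COX1* (47910 reads). Their log2 CPM correlated with one another at 0.888 to 0.919. Fold changes, adult over larval, were fitted with edgeR to the total gene reads of these 8 libraries alone, over 10239 genes with at least 10 reads in at least 2 of them, and positive values are higher in the adult. Stage went with sex in this design, since the adults were females and the larvae of both sexes, so a difference between the groups cannot be assigned to one or the other. Genes of the adult female were among the higher ones: 20 of 23 tested markers of ovary and eggshell (23 when adjusted over the list alone; camera, adjusted p = 0.000739, and adjusted p = 0.465 with an estimated correlation), a count of 13 with adult trachea replicates 3 and 4 both left out.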

To elucidate these differences at the level of transcription, we compared the transcriptomic signatures between the adult and larval trachea (Figure 2, Table S2). This comparison revealed differential clustering of signatures obtained from adult tracheal cells to those obtained from larval tracheal cells, as shown by heat-map (Figure 2A) and principal component analyses (PCA) (Figure 2B). 

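Some genes were read at high levels in 1 of the stages and had 0 reads in the other. With 0 larval reads, *CG43680* was at 1648 ± 1689.8 RPKM (SD, n = 4) in adult tracheae, at least 5558-fold higher (adjusted p = 0.00250), and *CG10799* at 636 ± 391, at least 2824-fold (adjusted p = 5.42e-05). With 0 adult reads, *CG13063* was at 574 ± 637 RPKM in larval tracheae, at least 4657-fold lower in the adult (adjusted p = 0.000987), and *CG8736* at 184 ± 189, at least 2082-fold (adjusted p = 0.000995). The core tracheal factor *trh*, in contrast, was at 4.77 ± 1.46 RPKM in larval tracheae and was not called (log2 fold change of -1.03, adjusted p = 0.134). The first principal component of log2 CPM held 65.3% of the variance and the second 9.5%. Adult tracheae scored from 123 to 137 on the first component and larval ones from -134.8 to -122.0 (exact two-sided permutation test, p = 0.029). The second component spread the adult libraries from -111 (replicate 3) to 70.6 (replicate 4) and the larval ones from -10.4 to 12.6. Of the genes tested, 3261 had no overlap between the 2 stages, or 31.8% against 2.86% by chance.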

With 3034 DEGs (>1.5 up and down; FDR < 0.05), the adult and larval tracheal systems show significant differences in gene expression. 

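Of 10239 genes tested between adult and larval tracheae, 2787 were called, 1862 higher and 925 lower in the adult. No overlap between the 4 libraries of each stage was seen for 1688 and 866 of them. Differences were large: 861 of the higher and 200 of the lower genes passed a fold of 50. Among the higher genes were the yolk protein genes, with *Yp1* at 1.68 ± 0.974 RPKM (SD, n = 4) in larval tracheae (log2 fold change of 13.46, adjusted p = 1.5e-05), and the immune-induced peptide gene *IM1* and *CG15293*, with 0 larval reads (at least 2153-fold and at least 3106-fold). Among the lower ones were *CG30457* and *CG15308*, with 0 adult reads (at least 2696-fold and at least 980.2-fold). The share of higher genes, 66.8%, was 53.1% with an offset for exon length, where 1546 genes were lower. Genes of protein synthesis and of cell division lay mostly outside these calls, with 2 of 85 ribosomal protein genes higher and 0 lower, and 1 of 20 cell cycle genes higher and 0 lower. Adjusted over each list alone, 1 ribosomal gene was higher and 0 were lower, and 0 cell cycle genes were higher and 0 lower. With the offset for exon length, 1 ribosomal gene was higher and 30 were lower. Without adult trachea replicate 1, 1 ribosomal gene was higher and 4 were lower, and without adult trachea replicate 2 or any larval library 1 was higher and 0 were lower. Without adult trachea replicate 3, 3 cell cycle genes were higher, and without adult trachea replicate 2 or 4, 1 was lower. From the number of differentially expressed genes, the paper concludes that the adult and larval tracheal systems differ in gene expression.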

All upregulated DEGs (2096) and all downregulated DEGs (938) were used in a GO term analysis, focusing on the biological processes (Figure 2C,D). In the center of the GO network, representing the upregulated DEGs in the adult trachea, the “response to stimulus/immune response” cluster contains most GO terms (Figure 2C). 

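Genes of the immune response were higher in adult than in larval tracheae in several groups. All 8 genes of bomanins and immune-induced peptides were higher (8 when adjusted over the list alone; camera, adjusted p = 0.00171, and adjusted p = 0.397 with an estimated correlation), and *IM2*, one of them, was at 1215 ± 1309 RPKM (SD, n = 4) in adult tracheae with 0 reads in larval ones, at least 3148-fold higher. The 4 tested Turandot genes, which encode secreted stress peptides, were all higher (4 when adjusted over the list alone; camera, adjusted p = 0.0225, and adjusted p = 0.424 with an estimated correlation). *TotC* was at 141 ± 195 RPKM in adult tracheae and 0 ± 0 in larval ones, *TotA* at 491 ± 638 and 5.03 ± 4.90. Of 14 genes of the Toll pathway, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone), with *SPE*, the protease that activates the ligand of Toll, 4.78 times as high (log2 fold change of 2.26, adjusted p = 0.0107). Genes of haemocytes, the blood cells, were higher in 8 of 15 cases (8 when adjusted over the list alone; camera, adjusted p = 0.0103, and adjusted p = 0.387 with an estimated correlation), among them *srp*, a GATA factor of blood and fat body (log2 fold change of 4.13, adjusted p = 0.000211), *NimC1* (log2 fold change of 3.48, adjusted p = 0.000329) and *Hml* (log2 fold change of 1.91, adjusted p = 0.00527). Of 14 fat body genes, 6 were higher and 4 lower (7 and 5 when adjusted over the list alone; 6 and 2 with adult trachea replicates 3 and 4 both left out). The female fat body gene *fit* had 0 reads in larval tracheae, at least 1556-fold higher in the adult. Of 11 heat shock genes, 1 was called higher, *Hsp22* (log2 fold change of 4.17, adjusted p = 0.00143), and 0 lower (1 and 0 when adjusted over the list alone). With DESeq2, without adult trachea replicate 3 or without adult trachea replicates 3 and 4 both, 2 were higher. Without larval trachea replicate 3 the number was 3, among them *Hsp70Bbb* (log2 fold change of 7.16, and -0.66 with all libraries, adjusted p = 0.855).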

The GO term clusters “circadian rhythm” and mating behavior” with shared genes imply an enhanced role of the adult trachea in the corresponding processes. Two other large clusters, “transmembrane transport” and “ion homeostasis” share genes with the GO term clusters “synaptic signaling” and “carbohydrate homeostasis”, respectively. DEGs associated with relation to GO terms within “mitochondrial respiration” and “electron transport” are also enriched in the adult tracheal system. 

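Genes of oxidative phosphorylation were higher in adult than in larval tracheae. Of 70 tested genes of the respiratory complexes, cytochrome c and the ATP synthase, 57 were higher and 0 lower (63 higher when adjusted over the list alone; camera, adjusted p = 6.4e-18, and adjusted p = 0.338 with an estimated correlation). *Cyt-c-p*, the cytochrome c that carries electrons to complex IV, was at 1932 ± 1082 RPKM (SD, n = 4) in adult tracheae and 178 ± 38.7 in larval ones (log2 fold change of 3.36, standard error 0.40, adjusted p = 0.000258). *UQCR-14*, a subunit of complex III, was at 1154 ± 489 and 230.3 ± 28.3 RPKM (log2 fold change of 2.25, adjusted p = 0.000537), and *ND-MLRQ* at 583 ± 223 and 101 ± 11.7 (log2 fold change of 2.46, adjusted p = 0.000529). *ND-B8* had 0 reads in larval tracheae and was at least 373-fold higher (82.8 ± 54.6 RPKM in adult tracheae). The median log2 fold change of the group was 1.57 (1.57 with the genes at 0 set to their bounds). Muscle genes, whose tissue is rich in mitochondria, moved with them in part: 7 of 21 were higher and 1 lower (7 and 1 when adjusted over the list alone; camera, adjusted p = 0.00399, and adjusted p = 0.539 with an estimated correlation). All 3 flight muscle genes were higher (3 when adjusted over the list alone; camera, adjusted p = 0.0165, and adjusted p = 0.369 with an estimated correlation). The flight muscle actin gene *Act88F* was at 52.1 ± 53.1 RPKM in adult tracheae against 1 read in larval ones, a ratio of 2757 (95% counting interval 495 to 108925). *TpnC4*, a flight muscle troponin, was at least 435-fold higher. Of 4 hypoxia response genes, 0 were higher and 1 lower (0 and 1 when adjusted over the list alone).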

Another identified cluster with many associated GO terms is “metabolic biosynthetic processes “, which is flanked by clusters harboring GO terms related to carbohydrate and lipid metabolism. In the center of the GO network representing the downregulated DEGs in the adult trachea, the large cluster “regulation of development” includes most GO terms (Figure 2D). This implies an upregulation of development-related genes in the larval trachea, which is consistent with the impending remodeling process of the tissue during metamorphosis. 

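Genes that build the tracheal tube were lower in adult than in larval tracheae. Of 17 tested markers of the tracheal epithelium, 14 were lower and 0 higher (15 lower when adjusted over the list alone; camera, adjusted p = 4.71e-12, and adjusted p = 0.215 with an estimated correlation). The chitin deacetylase genes *serp* and *verm*, which set tube length, fell from 412 ± 237 and 391 ± 216 RPKM (SD, n = 4) in larval tracheae to 7.45 ± 2.65 and 5.44 ± 2.71 in adult ones (log2 fold change of -5.62, standard error 0.68, adjusted p = 0.000292 for *serp* and log2 fold change of -5.99, adjusted p = 0.000407 for *verm*). Of 14 genes of chitin synthesis and assembly, 11 were lower and 0 higher (11 lower when adjusted over the list alone; camera, adjusted p = 2.12e-09, and adjusted p = 0.0776 with an estimated correlation). The chitin list shares *kkv*, *knk*, *rtv*, *mmy*, *serp*, *verm* and *Gasp* with the epithelium list. The septate junction and branching lists that follow also share members with it, such as *sinu* and *btl*, so these tests are not independent. The chitin synthase gene *kkv* was 129 times as high in larval tracheae (log2 fold change of -7.01, adjusted p = 0.000596) and *knk*, which organizes the chitin fibrils, 75.7 times (log2 fold change of -6.24, adjusted p = 3.42e-05). Septate junction genes were lower in 9 of 12 cases (9 when adjusted over the list alone; camera, adjusted p = 2.69e-06, and adjusted p = 0.338 with an estimated correlation), such as *sinu*, a claudin (log2 fold change of -2.25, adjusted p = 0.00368), and *kune*, another (log2 fold change of -1.51, adjusted p = 0.00370). Of 8 genes of fibroblast growth factor signalling and branching, 3 were lower and 0 higher (4 lower when adjusted over the list alone; camera, adjusted p = 0.00513, and adjusted p = 0.387 with an estimated correlation), among them the ligand gene *pyr* (log2 fold change of -2.80, adjusted p = 0.0181). Ecdysone response genes moved both ways, with 2 of 11 higher and 2 lower (2 and 3 when adjusted over the list alone; 2 and 5 with an offset for exon length and 1 and 3 on exon reads). The number higher was 1 without adult trachea replicate 2 or 3 or larval trachea replicate 1 or 3 and 0 without larval trachea replicate 4. The lower ones were *br*, which drives the onset of metamorphosis (log2 fold change of -3.80, adjusted p = 0.00558), and *EcR*, the hormone's receptor (log2 fold change of -1.74, adjusted p = 0.0104). The paper describes the higher expression of development genes in larval tracheae as fitting the remodeling of the tissue that lies ahead in metamorphosis. Among the other settings, no call was made for *pyr* (limma on log2(RPKM + 0.1) without a filter, total exon reads and adult trachea replicates 3 and 4 both left out, adjusted p up to 0.120).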

Besides this, the clusters “adhesion”, “fluid transport” and “wound healing” are represented. Detached from these three clusters, only one other cluster with GO terms associated with “cytoskeleton” appears. All these GO terms containing DEGs downregulated in the adult trachea are enriched in the larval trachea simultaneously.

### 2.3. ECM and Chitin-Associated Genes Are Overrepresented in Larval Trachea

For a deeper analysis, we focused on genes showing clearly adult- or larval-specific signatures. In this context, genes related to extracellular matrix (ECM) or coding for cuticular and chitin-associated proteins were of particular interest (Figure 3). First, we looked at enzymes that are relevant for remodeling processes as they can degrade parts of the ECM (Figure 3A). Here, we focused on the members of the matrix metalloproteinase (MMP), the a disintegrin and metalloproteinase (ADAM), and the ADAM with thrombospondin motifs (ADAMTS) families. Whereas *Mmp2* was more specific for adult trachea, the opposite was true for its counterpart *Mmp1*. 

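Of 11 tested genes of matrix metalloproteinases, ADAM and ADAMTS proteases, 1 was higher and 3 were lower in adult than in larval tracheae (2 and 4 when adjusted over the list alone). Neither matrix metalloproteinase gene passed the test at these depths. *Mmp2* (FBgn0033438, chromosome 2R from 9611139 to 9683858), a protease anchored in the membrane, was at 1.53 ± 0.869 RPKM (SD, n = 4) in adult tracheae and 0.213 ± 0.193 in larval ones (log2 fold change of 1.26, standard error 0.60, adjusted p = 0.150). *Mmp1* (FBgn0035049, chromosome 2R from 24671294 to 24688184), its counterpart that cleaves matrix proteins, was at 8.50 ± 5.27 and 22.1 ± 12.2 RPKM (log2 fold change of -1.54, standard error 0.55, adjusted p = 0.0628). The means of the 2 genes thus lay in opposite directions. For *Mmp2*, 57.8% of the adult and 83.9% of the larval gene reads lay in introns, and for *Mmp1* 5.26% and 10.8%. Adjusted p for *Mmp2* was 0.0275 with limma on log2(RPKM + 0.1), which counts exon reads only, and 0.0706 with edgeR on total exon reads. *Mmp1* passed with DESeq2 (adjusted p = 0.0443) and with an offset for exon length (adjusted p = 0.0338).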

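Of the ADAM protease genes, *mmd* rose and *Kul* fell from larval to adult tracheae. The transcript of *mmd* (FBgn0259110, chromosome X from 15946936 to 15973159) was at 1.32 ± 1.26 RPKM (SD, n = 4) in adult tracheae and 0.0309 ± 0.0398 in larval ones (log2 fold change of 1.75, standard error 0.47, adjusted p = 0.020). That of *Kul* (FBgn0039688, chromosome 3R from 29725830 to 29735360), which encodes kuzbanian-like, a protease that sheds membrane proteins, was at 0.772 ± 0.379 and 5.80 ± 1.00 RPKM (log2 fold change of -2.83, standard error 0.53, adjusted p = 0.00308), or 7.13 times as high in the larva. Introns held 63.6% of the adult and 97.6% of the larval reads of *mmd*, and 2.76% and 0.720% of those of *Kul*. Counted over exons only, the log2 fold change of *mmd* was 5.60 (adjusted p = 0.00822). The related *kuz*, a protease that cleaves the Notch receptor, was not called (log2 fold change of -0.63, adjusted p = 0.492). Leaving out 1 library ended the call of *mmd* (without larval trachea replicate 1 or 3, adjusted p up to 0.0566).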

Among ADAM family members, *mmd* was specifically found in the adult trachea, while *Kul* was specific for the larval trachea. Finally, the ADAMTS members *sona* and *CG4096* were found in the larval trachea, while *stl* was specific to the adult trachea (Figure 4A).

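Both *sona* and *CG4096* were lower in adult than in larval tracheae, each by about 10 times. The transcript of *sona* (FBgn0034903, chromosome 2R from 23753477 to 23798395), a secreted ADAMTS protease, was at 9.91 ± 1.81 RPKM (SD, n = 4) in larval and 0.837 ± 0.435 in adult tracheae (log2 fold change of -3.45, standard error 0.49, adjusted p = 0.000732), a fold of 10.9. That of *CG4096* (FBgn0029791, chromosome X from 5698557 to 5708633) was at 8.75 ± 2.74 and 0.732 ± 0.592 RPKM (log2 fold change of -3.27, standard error 0.78, adjusted p = 0.0112), a fold of 9.68. For *stl* (FBgn0086408, chromosome 2R from 22807860 to 22815993), stall, the 4 adult libraries held 62 gene reads and the larval ones 3, which left the gene below the 10 reads in at least 2 libraries needed for a test. Its RPKM was 0.254 ± 0.360 in adult tracheae, 0 ± 0 in larval ones and 1.01 ± 0.917 in whole flies.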

The cuticular and chitin-associated proteins comprise all major gene families, including the larval cuticle proteins (*Lcp*), the structural constituent of the chitin-based larval cuticle (*Ccp*), the Tweedle (*Twdl*), the Obstructor (*obst*), the Imaginal disc growth factor- (*ldgf*) and the chitinase- (*Cht*) families (Figure 3B–H). For most relevant genes, we observed almost exclusive expression (more than 50 times different expression) in either larvae or adults. This was especially true for the *Lcp*s; as indicated by their name, they were found almost exclusively in the trachea of larvae (Figure 3B). 

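Across the 7 families of cuticle and chitin-associated genes, 82 of 144 members had reads enough for a test, and 58 of these differed between adult and larval tracheae. Of the 58, 46 differed by a fold of more than 50, with 41 higher in larval and 5 in adult tracheae. The folds include bounds for genes with 0 reads in 1 stage. All 7 of the Ccp genes passed that fold, as did 23 of 29 Cpr genes called and 7 of 9 Lcp genes called. In the chitinases 4 genes passed it, in the obstructor and Tweedle families 2 each, and among the imaginal disc growth factors 1. The most highly read gene of these families was *Cpr47Ec* (FBgn0033600, chromosome 2R from 11259106 to 11259976), a chitin-binding cuticle protein, at 13318 ± 6189.7 RPKM (SD, n = 4) in larval tracheae. A fold above 1000 was reached by 8 genes, all higher in the larva. The share of members without reads enough for a test was largest in the Tweedle family, where 3 of 26 were tested.

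**Figure D2:**
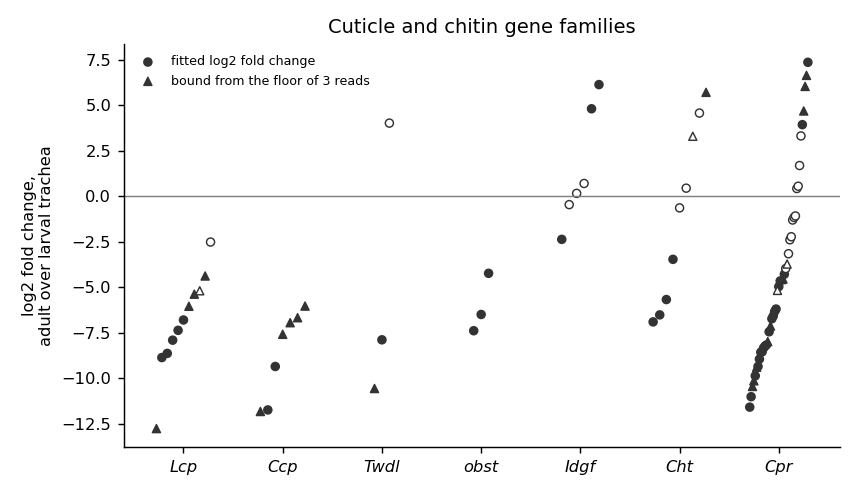
Log2 fold change of adult over larval trachea (y axis) of the tested genes of 7 cuticle and chitin families (x axis), 1 symbol per gene from 4 libraries per group. Circles are fitted values, triangles bounds from the floor of 3 reads, filled symbols passed the test and open symbols did not; 50 of the 58 filled symbols lie below 0, higher in larval trachea, and 8 above.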

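Of 11 tested Lcp genes, 9 were lower in adult than in larval tracheae and none was higher (10 lower when adjusted over the list alone; camera, adjusted p = 7.51e-05, and adjusted p = 0.215 with an estimated correlation). These genes encode small chitin-binding proteins of the soft larval cuticle. *Lcp1* (FBgn0002531, chromosome 2R from 8430115 to 8431243) was at 1465 ± 2308 RPKM (SD, n = 4) in larval and 2.65 ± 2.48 in adult tracheae (log2 fold change of -8.86, adjusted p = 0.0114), a fold of 463. For *Lcp4* the levels were 831 ± 1085 and 1.92 ± 1.22 RPKM (log2 fold change of -8.63, standard error 1.45, adjusted p = 0.00180), and for *Lcp3* 145 ± 109 and 1.03 ± 1.11 (log2 fold change of -6.79, adjusted p = 0.00124). With 2 reads in adult tracheae, *Lcp65Ag1* was lower by a ratio of 183 (95% counting interval 50.0 to 1516). The larval spread was wide, so that the SD of *Lcp1* and *Lcp4* exceeded their means. The members that did not pass were *Lcp9* (log2 fold change of -2.51, adjusted p = 0.339) and *Lcp65Ag2*, with 0 adult and 72 larval reads (adjusted p = 0.0695). With adult trachea replicates 3 and 4 both left out, 4 of the genes were lower, and *Lcp1* did not pass (adjusted p = 0.0772).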

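All 7 genes of the Ccp84A cluster were lower in adult than in larval tracheae, with or without adjustment over the list alone (camera, adjusted p = 0.000109, and adjusted p = 0.220 with an estimated correlation). They lie side by side on chromosome 3R and encode chitin-binding cuticle proteins. *Ccp84Ab* (FBgn0004782, chromosome 3R from 6701968 to 6702877) was at 322 ± 233 RPKM (SD, n = 4) in larval tracheae and had 0 reads in adult ones, at least 3615-fold lower (adjusted p = 0.000196). *Ccp84Aa* was at 175 ± 126 RPKM and had 1 adult read, a ratio of 5590.3 (95% counting interval 1002.7 to 220866), and *Ccp84Ad* was at 72.5 ± 59.2 RPKM with 3 adult reads, a ratio of 768 (95% counting interval 262 to 3726). At 8.36 ± 4.51 RPKM in larval tracheae, *Ccp84Ag* was at least 123-fold lower in the adult. In adult tracheae each of the 7 genes had between 0 and 3 reads. With adult trachea replicates 3 and 4 both left out, 4 of the 7 passed.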

Even more specific was the expression of members of the *Ccp*-family that were almost exclusively found in the larval trachea (Figure 3C). 

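Of the Tweedle genes, which encode cuticle proteins, *TwdlX* and *Twdlbeta* were lower in adult than in larval tracheae. *Twdlbeta* (FBgn0033658, chromosome 2R from 11862537 to 11863252) was at 1375 ± 289 RPKM (SD, n = 4) in larval and 5.81 ± 3.03 in adult tracheae (log2 fold change of -7.88, standard error 0.59, adjusted p = 3.82e-05), a fold of 236. *TwdlX* (FBgn0052571, chromosome X from 16731091 to 16732630) was at 72.9 ± 49.6 RPKM with 0 adult reads, at least 1491-fold lower. Reads of *TwdlG*, *TwdlF* and *TwdlE* were few in both stages. *TwdlG* had 37 reads over the 4 adult libraries and 1 over the larval ones, a ratio of 24.4 (95% counting interval 4.12 to 990.4) that did not pass the test (adjusted p = 0.119). *TwdlF*, with 13 adult and 0 larval reads, and *TwdlE*, with 5 and 0, were below the minimum for a test. Of the 26 genes of the family, 3 were tested, of which 2 were lower (2 lower and 1 higher when adjusted over the list alone).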

The *Tweedle* family members *TwdlF, TwdlG* and *TwdlE* were mainly expressed in the adult trachea, whereas *TwdlX* and *Twdlbeta* are specific for the larval tracheal system (Figure 3D). 

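Of the obstructor genes, *obst-A*, *obst-B* and *obst-E* had reads enough for a test, and all of them were lower in adult than in larval tracheae (3 when adjusted over the list alone; camera, adjusted p = 0.000185, and adjusted p = 0.150 with an estimated correlation). They encode secreted chitin-binding proteins that organize the cuticle. *obst-A* (FBgn0031097, chromosome X from 20239855 to 20243209) was at 282 ± 107 RPKM (SD, n = 4) in larval and 1.55 ± 0.942 in adult tracheae (log2 fold change of -7.38, standard error 0.73, adjusted p = 0.000115), a fold of 167. For *obst-E* the levels were 217 ± 54.4 and 12.3 ± 4.90 RPKM (log2 fold change of -4.23, adjusted p = 7.73e-05), and for *obst-B* 37.0 ± 5.33 and 0.447 ± 0.568 (log2 fold change of -6.49, adjusted p = 0.00042). *obst-H* had 26 reads in adult tracheae, at 0.977 ± 1.95 RPKM with reads in 1 of the 4 libraries, and 0 in larval ones, and *obst-F* had 3 and 0, below the minimum for a test.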

The obstructor family members *obst-A*, *-B* and *-E* were the most abundant ones, with significantly higher expression in the larval trachea, while *obst-F* and *-H* show a tendency for higher expression in the adult trachea (Figure 3E). 

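The 6 imaginal disc growth factor genes split by stage, with *Idgf4* lower and *Idgf1* and *Idgf5* higher in adult than in larval tracheae (2 higher and 1 lower when adjusted over the list alone). Their proteins resemble chitinases but lack the catalytic activity. *Idgf4* (FBgn0026415, chromosome X from 9927973 to 9930948) was the most highly read, at 4171 ± 843 RPKM (SD, n = 4) in larval and 822 ± 367 in adult tracheae (log2 fold change of -2.36, standard error 0.40, adjusted p = 0.00199), a fold of 5.13. *Idgf1* was at 3.21 ± 2.75 RPKM in larval tracheae (log2 fold change of 4.82, adjusted p = 0.000616), 28.2 times as high in the adult. *Idgf5* (FBgn0064237, chromosome 2R from 18393666 to 18395282) was at 47.2 ± 27.5 and 0.700 ± 1.40 RPKM (log2 fold change of 6.15, standard error 1.37, adjusted p = 0.00796), a fold of 70.9. In the adult, *Idgf4* remained above *Idgf1* and *Idgf5* in mean RPKM. *Idgf2*, *Idgf3* and *Idgf6* did not pass, with log2 fold changes of 0.71 (adjusted p = 0.195), 0.17 (adjusted p = 0.851) and -0.45 (adjusted p = 0.273).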

For the *Idgf*-family, we observed a shift from *idgf4* in larvae to *idgf1* and *idgf5* in adults (Figure 3F). Similarly, among chitinases (*Cht*), *Cht8* and *Cht9* were specific for adults, while *Cht2, 6, 7*, and *10* were specifically expressed in larvae (Figure 3G). 

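Of 9 tested chitinase genes, *Cht8* was higher and *Cht2*, *Cht6*, *Cht7* and *Cht10* were lower in adult than in larval tracheae (2 and 4 when adjusted over the list alone; camera, adjusted p = 0.0397, and adjusted p = 0.338 with an estimated correlation). *Cht10* (FBgn0250907, chromosome 2L from 22999574 to 23025915), which degrades old cuticle at the molt, was at 50.1 ± 28.5 RPKM (SD, n = 4) in larval and 0.157 ± 0.113 in adult tracheae (log2 fold change of -6.51, standard error 0.81, adjusted p = 0.000328). *Cht2* was at 108 ± 13.0 and 11.4 ± 10.2 RPKM (log2 fold change of -3.46, adjusted p = 0.000811), *Cht7* at 33.8 ± 11.7 and 0.331 ± 0.568 (log2 fold change of -6.90, adjusted p = 0.00206) and *Cht6* at 15.5 ± 4.73 and 0.268 ± 0.223 (log2 fold change of -5.67, adjusted p = 0.000292). *Cht8* (FBgn0034580, chromosome 2R from 21061646 to 21063212) was at 5.71 ± 8.54 RPKM in adult tracheae with 0 larval reads, at least 52.8-fold higher (adjusted p = 0.0178). For *Cht9* the levels were 6.14 ± 8.43 and 0.213 ± 0.284 RPKM and the difference did not pass (log2 fold change of 4.58, standard error 1.79, adjusted p = 0.0858). In whole flies *Cht8* was at 20.0 ± 10.4 RPKM and *Cht9* at 8.13 ± 4.40, each above its mean in the tracheae. *Cht5*, another chitinase of the molt, was not called (log2 fold change of -0.63, adjusted p = 0.608). With 1 library left out, the call was lost for *Cht8* (without adult trachea replicate 2, adjusted p = 0.0528). A change of setting ended the call of *Cht8* (limma on log2(RPKM + 1), adjusted p = 0.0591). *Cht9* passed with DESeq2 (adjusted p = 0.0217), with all 3 groups in 1 fit (adjusted p = 0.0426) and without adult trachea replicate 4 (adjusted p = 0.0299).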

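The Cpr genes encode proteins with the chitin-binding consensus of arthropod cuticle, and of 43 tested in adult and larval tracheae 24 were lower and 5 higher in the adult (27 and 6 when adjusted over the list alone; camera, adjusted p = 9.65e-09, and adjusted p = 0.215 with an estimated correlation). *Cpr47Ec* was at 6.31 ± 6.99 RPKM (SD, n = 4) in adult tracheae (log2 fold change of -11.01, standard error 1.18, adjusted p = 0.000162), 2058 times as high in the larva. *Cpr65Av* (FBgn0052405, chromosome 3L from 6139223 to 6139974) was at 302 ± 172 RPKM in larval tracheae and had 2 adult reads, a ratio of 4192 (95% counting interval 1159.9 to 34623). With 0 adult reads, *Cpr67Fa1* (FBgn0036108, chromosome 3L from 10889990 to 10890700) was at least 1394-fold lower and *Cpr12A* (FBgn0030494, chromosome X from 13543643 to 13544907) at least 1123-fold, from 175 ± 134 and 99.0 ± 34.5 RPKM in larval tracheae. The bounds for *Cpr65Ay* and *Cpr65Ax2*, also with 0 adult reads, were at least 670.1-fold and at least 252-fold, set by their 1327 and 500 larval reads. *Cpr57A* fell less, from 418 ± 94.8 to 14.3 ± 6.46 RPKM (log2 fold change of -4.95, adjusted p = 4.47e-05). Each of these calls held without any 1 library. With adult trachea replicates 3 and 4 both left out, 22 genes of the family were lower and 3 higher.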

The *Cpr*-family has representatives that are almost exclusively present in larvae, including *Cpr67Fa1, Cpr12A, Cpr65Ay, Cpr65Av, Cpr47Ec* and *Cpr65Ax2*, to mention only those with more than 1000-fold higher abundance in larvae. On the other hand, *Cpr49Ab, Cpr72Ec, Cpr62Bb* and *Cpr47Ee,* were almost exclusively present in adults (>100-fold expression level; Figure 3H).

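The 5 Cpr genes higher in adult than in larval tracheae were *Cpr62Bb*, *Cpr49Ab*, *Cpr72Ec*, *Cpr47Ee* and *Cpr49Ae*. *Cpr62Bb* (FBgn0035280, chromosome 3L from 1832636 to 1835164) was at 143 ± 129.8 RPKM (SD, n = 4) in adult tracheae and 0.895 ± 1.79 in larval ones (log2 fold change of 7.37, standard error 1.45, adjusted p = 0.00425), a fold of 166. With 0 larval reads, *Cpr49Ab* (FBgn0050042, chromosome 2R from 12378440 to 12379396) was at least 101-fold higher, *Cpr72Ec* at least 66.2-fold and *Cpr47Ee* at least 26.0-fold. Their adult levels were 12.1 ± 10.8, 5.01 ± 3.61 and 1.77 ± 1.57 RPKM. *Cpr49Ae* was 15.4 times as high, at 15.8 ± 8.94 and 0.938 ± 0.790 RPKM (log2 fold change of 3.95, adjusted p = 0.00904). In whole flies, *Cpr49Ab* was at 11.8 ± 3.92 RPKM, *Cpr62Bb* at 21.1 ± 14.8, *Cpr72Ec* at 0.899 ± 0.998 and *Cpr47Ee* at 0 ± 0. The call depended on single libraries for *Cpr47Ee* (without adult trachea replicate 2, 3 or 4 or larval trachea replicate 1, 2, 3 or 4, adjusted p up to 0.0876). Not every setting called *Cpr47Ee* (glmTreat against a fold of 1.5, adjusted p = 0.0505).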

### 2.4. Overrepresented Processes in the Adult Tracheal System

Based on the number of DEGs associated with developmental processes, signaling, and intracellular transport, we had a closer look at the corresponding genes. Interestingly, a high number of receptor-, transporter-, and transmembrane channel-coding genes was transcribed at much higher levels in the adult trachea than in the larval trachea. 

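Members of most groups of receptors, channels and transporters were higher in adult than in larval tracheae, with 7 of 10 nicotinic acetylcholine receptor subunits, 7 of 9 neurotransmitter transporters, 8 of 19 potassium channels, 6 of 17 biogenic amine receptors and 7 of 28 neuropeptide receptors called. Markers of nerve cells and of the eye were higher with them. Of 18 neuron markers, 12 were higher and 0 lower (14 higher when adjusted over the list alone; camera, adjusted p = 0.00275, and adjusted p = 0.539 with an estimated correlation; 8 with adult trachea replicates 3 and 4 both left out), such as *brp*, a scaffold protein of synaptic active zones, with 0 larval reads in exons (log2 fold change of 6.15, adjusted p = 0.00519), and *Gad1*, which makes GABA, at 9.78 ± 6.31 and 0.0748 ± 0.150 RPKM (SD, n = 4; log2 fold change of 6.93, adjusted p = 0.00283). *nSyb*, a protein of synaptic vesicles, was at 0.105 ± 0.110 RPKM in larval tracheae (log2 fold change of 6.52, adjusted p = 0.00164). Of 23 photoreceptor markers, 19 were higher (20 when adjusted over the list alone; camera, adjusted p = 1.87e-10, and adjusted p = 0.251 with an estimated correlation), with the opsin gene *ninaE* at 687 ± 313 and 0.492 ± 0.902 RPKM (log2 fold change of 10.19, standard error 1.21, adjusted p = 0.000253). Of 6 glial markers, 4 were higher (4 when adjusted over the list alone; camera, adjusted p = 0.0397, and adjusted p = 0.338 with an estimated correlation; 2 with adult trachea replicates 3 and 4 both left out). Oenocyte genes were higher in all 3 cases (3 when adjusted over the list alone; camera, adjusted p = 0.00209, and adjusted p = 0.220 with an estimated correlation), with *Cyp4g1* at 1706 ± 690.0 RPKM in adult and 0.529 ± 0.543 in larval tracheae. The levels of eggshell genes differed between adult libraries: *Cp36*, a chorion protein, was at 1925, 3.33, 21.7 and 3360.2 RPKM in replicates 1 to 4.

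**Figure D3:**
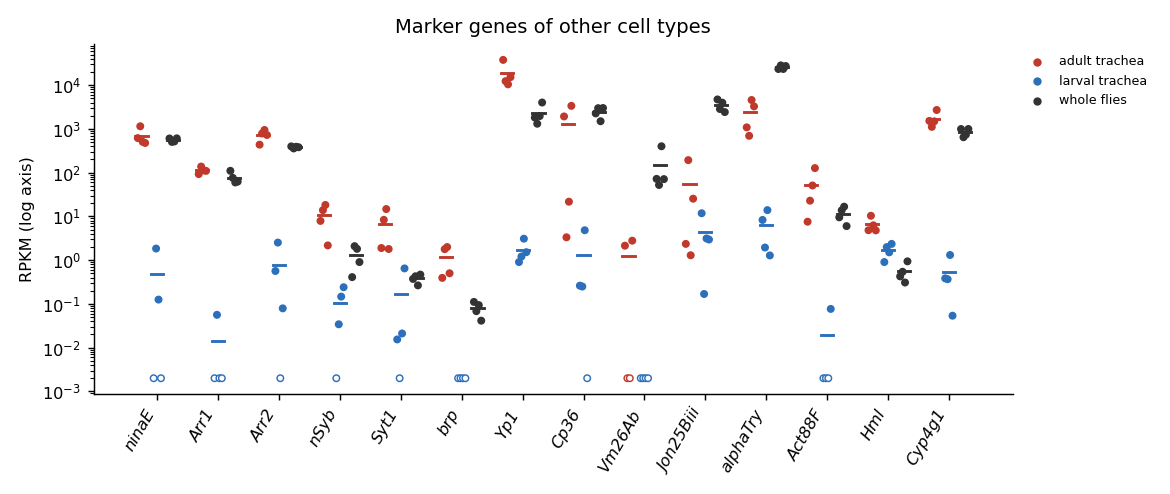
RPKM on a log axis (y axis) of marker genes of photoreceptors, neurons, fat body, eggshell, midgut, flight muscle, haemocytes and oenocytes (x axis) in adult trachea, larval trachea and whole flies; each point is 1 of 4 libraries, lines are means and open symbols at the bottom are libraries at 0 RPKM. The opsin gene *ninaE* lies at 687 ± 313 RPKM (SD, n = 4) in adult trachea and 558 ± 55.8 in whole flies, and *Vm26Ab* at 1.23 ± 1.45 and 149 ± 168.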

Firstly, several GPCRs belonging to the biogenic amine receptor family, including all dopamine, all serotonin, the *TyrR* receptor, and all octopamine beta receptors, were significantly enriched in adult trachea compared to the larval trachea (Figure 4A). Moreover, all *GABA-B* type receptors and a huge variety of peptide receptors were specifically transcribed in the adult trachea. 

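Of 17 tested biogenic amine receptor genes, 6 were higher in adult than in larval tracheae, none was lower and 11 did not pass (8 higher when adjusted over the list alone; camera, adjusted p = 0.0353, and adjusted p = 0.569 with an estimated correlation). Among dopamine receptors, *Dop2R* (FBgn0053517, chromosome X from 20004680 to 20062706) was at 2.83 ± 1.33 RPKM (SD, n = 4) in adult tracheae with 2 larval reads, a ratio of 308 (95% counting interval 84.9 to 2544), and *DopEcR*, which also binds ecdysone, had 0 larval reads and was at least 169-fold higher. *Dop1R1* was not called (log2 fold change of -0.68, standard error 0.30, adjusted p = 0.119), nor was *Dop1R2* (log2 fold change of 1.03, adjusted p = 0.728). Most of the gene reads of *Dop1R1* lay in introns, 90.4% in adult and 99.8% in larval tracheae, and counted over exons alone it was higher in the adult (log2 fold change of 5.08, adjusted p = 0.0137), as with limma on log2(RPKM + 0.1) (2.31, adjusted p = 0.0368). It was called lower in the adult with all 3 groups in 1 fit (-0.79, adjusted p = 0.0242) and without adult trachea replicate 3 (-0.91, adjusted p = 0.0344), and over all alternatives its adjusted p ran from 0.0137 to 0.387. Among serotonin receptors, *5-HT1A* was at 0.0218 ± 0.0435 RPKM in larval tracheae (log2 fold change of 4.43, adjusted p = 0.00242), and *5-HT1B* had 0 larval reads, at least 51.9-fold higher. *5-HT2B* and *5-HT7* did not pass (log2 fold change of 1.94, adjusted p = 0.458, and log2 fold change of 1.37, adjusted p = 0.458). The alpha2-type octopamine receptor gene *CG18208* was 9.03 times as high (log2 fold change of 3.18, adjusted p = 0.0293). Of the beta-type octopamine receptors, *Octbeta1R* was at 1.46 ± 1.51 and 0.160 ± 0.122 RPKM (log2 fold change of 3.12, adjusted p = 0.0607), *Octbeta2R* at 1.65 ± 0.651 and 0.383 ± 0.546 (log2 fold change of 2.11, adjusted p = 0.0569) and *Octbeta3R* at 0.610 ± 0.848 and 0.0678 ± 0.0784 (log2 fold change of 2.32, adjusted p = 0.162), none of them past the test. *TyrR*, a tyramine receptor, had 36 adult and 16 larval reads (log2 fold change of 0.87, adjusted p = 0.636). Single libraries decided the call of *CG18208* (without adult trachea replicate 1 or 3 or larval trachea replicate 2, 3 or 4, adjusted p up to 0.0842). Settings that ended a call were, for *5-HT1B* (limma on log2(RPKM + 1), adjusted p = 0.0683) and *CG18208* (adult trachea replicates 3 and 4 both left out, adjusted p = 0.0875).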

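The GABA-B receptor genes *GABA-B-R1* and *GABA-B-R3* were higher in adult than in larval tracheae (2 of 3 when adjusted over the list alone). *GABA-B-R1* (FBgn0260446, chromosome 2L from 15016331 to 15034704), a subunit of the metabotropic receptor of GABA, was at 2.08 ± 1.68 RPKM (SD, n = 4) in adult and 0.0281 ± 0.0409 in larval tracheae (log2 fold change of 5.21, standard error 1.08, adjusted p = 0.00561). *GABA-B-R3* had 126 adult reads and 1 larval read, a ratio of 83.2 (95% counting interval 14.7 to 3311). *GABA-B-R2* did not pass, at 0.888 ± 0.261 and 0.236 ± 0.471 RPKM (log2 fold change of 1.89, adjusted p = 0.439). Of 28 tested neuropeptide receptor genes, 7 were higher and 2 lower (8 and 2 when adjusted over the list alone). *AkhR* was at 0.0783 ± 0.157 RPKM in larval tracheae and 391 times as high in the adult (log2 fold change of 8.61, adjusted p = 0.000225), and *MsR1*, a receptor of myosuppressin, 57.0 times (log2 fold change of 5.83, adjusted p = 0.00708). *Pdfr*, the receptor of the clock neuropeptide PDF, was 8.30 times as high (log2 fold change of 3.05, adjusted p = 0.0101) and *TkR86C*, a tachykinin-type receptor, at least 26.8-fold. The higher peptide receptors numbered 4 without adult trachea replicate 2 or larval trachea replicate 1 and 3 without adult trachea replicate 3, larval trachea replicate 3 or 4, or both adult trachea replicates 3 and 4. A refit with 1 library fewer lost the call of *TkR86C* (without adult trachea replicate 2, 3 or 4 or larval trachea replicate 1, 2, 3 or 4, adjusted p up to 0.0791). Other settings did not call *Pdfr* (limma on RPKM in its 3 forms, all 3 groups in 1 fit and total exon reads, adjusted p up to 0.159) and *TkR86C* (limma on log2(RPKM + 0.1) and limma on log2(RPKM + 1), adjusted p up to 0.102).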

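Receptor genes lower in adult than in larval tracheae included 5 of the methuselah family, G protein-coupled receptors named after a gene that limits life span. Of 11 tested, 5 were lower and 1 was higher (5 and 1 when adjusted over the list alone; camera, adjusted p = 0.00434, and adjusted p = 0.281 with an estimated correlation). *mthl9* (FBgn0035131, chromosome 3L from 329822 to 332309) was at 69.6 ± 3.14 RPKM (SD, n = 4) in larval and 0.429 ± 0.321 in adult tracheae (log2 fold change of -7.33, standard error 0.65, adjusted p = 6.37e-05), *mthl3* at 80.7 ± 5.16 and 1.96 ± 1.24 (log2 fold change of -5.11, adjusted p = 0.000544), *mthl10* at 25.1 ± 3.45 and 4.06 ± 3.05 (log2 fold change of -2.80, adjusted p = 0.00124) and *mthl4* at 13.0 ± 0.896 and 0.832 ± 0.721 (log2 fold change of -4.11, adjusted p = 0.00150), and the fifth was *mth* (log2 fold change of -1.82, adjusted p = 0.00475). The higher one was *mthl2*, at 25.6 ± 18.4 and 0.260 ± 0.136 RPKM (log2 fold change of 6.41, adjusted p = 0.000142). Among peptide receptors, *Proc-R*, the receptor of proctolin (FBgn0029723, chromosome X from 4707916 to 4729487), was at 4.90 ± 1.36 RPKM in larval and 1.09 ± 0.596 in adult tracheae (log2 fold change of -2.46, standard error 0.45, adjusted p = 0.00290). *ETHR*, the receptor of the hormone that triggers ecdysis (FBgn0038874, chromosome 3R from 21247011 to 21265134), was at 7.87 ± 1.83 and 0.612 ± 0.758 RPKM (log2 fold change of -4.12, standard error 1.12, adjusted p = 0.0207). Refits without 1 library did not call *ETHR* (without adult trachea replicate 2, adjusted p = 0.0515).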

In the larval trachea, only a few receptors were specifically transcribed, comprising many *methuselah* receptors, the proctolin receptor, and the *ecdysone triggering hormone receptor* (*ETHR*). In addition to the specific G-protein coupled receptors, other parts of the signaling cascade were also expressed stage-specific, with the two arrestins *Arr1* and *Arr2* being the most prominent examples (Figure 4A). 

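Both arrestin genes of the eye were higher in adult than in larval tracheae. Their proteins bind active rhodopsin and end its signal in photoreceptor cells. *Arr1* (FBgn0000120, chromosome 2L from 18078269 to 18081307) was at 113 ± 18.6 RPKM (SD, n = 4) in adult tracheae and had 1 read in larval ones, a ratio of 7518 (95% counting interval 1349 to 296952) (adjusted p = 9.55e-06). *Arr2* (FBgn0000121, chromosome 3L from 8647261 to 8648936) was at 723 ± 212 and 0.791 ± 1.18 RPKM (log2 fold change of 9.83, standard error 1.20, adjusted p = 0.000301), a fold of 908. In whole flies *Arr1* was at 77.0 ± 23.2 RPKM and *Arr2* at 382 ± 17.7. Compared with these, *Arr2* was higher in adult tracheae (log2 fold change of 1.43, adjusted p = 0.0124). Other genes of the photoreceptor cascade rose with the arrestins from larval to adult tracheae, among them *Gbeta76C*, a G protein subunit of the eye, with 2 larval reads and a ratio of 1394 (95% counting interval 386 to 11512), and *ninaC*, a myosin kinase of the same cells (log2 fold change of 7.04, adjusted p = 0.00126).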

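Of 10 tested nicotinic acetylcholine receptor genes, 7 were higher in adult than in larval tracheae and 0 lower (9 higher when adjusted over the list alone; camera, adjusted p = 0.0124, and adjusted p = 0.465 with an estimated correlation). *nAChRbeta3* (FBgn0031261, chromosome 2L from 545129 to 547096), a subunit of these cation channels, was at 23.7 ± 14.7 RPKM (SD, n = 4) in adult and 1.56 ± 1.10 in larval tracheae (log2 fold change of 3.90, standard error 0.91, adjusted p = 0.010), *nAChRbeta1* at 0.0412 ± 0.0823 in larval ones (log2 fold change of 5.54, adjusted p = 0.00397) and *nAChRalpha7* at 5.10 ± 4.46 and 0.00630 ± 0.0126 (log2 fold change of 4.08, adjusted p = 0.0136). *nAChRbeta2* had 0 larval reads and was at least 242-fold higher. Of 14 ionotropic glutamate receptor genes, 4 were higher and 0 lower (4 higher when adjusted over the list alone; camera, adjusted p = 0.0353, and adjusted p = 0.387 with an estimated correlation): *GluRIA*, with 1 larval read and a ratio of 135 (95% counting interval 24.0 to 5370.4), *clumsy*, at least 23.8-fold higher, *GluClalpha* (log2 fold change of 4.15, adjusted p = 0.0401) and *Ekar*, at least 12.5-fold. Potassium channel genes were higher in 8 of 19 cases (12 when adjusted over the list alone; camera, adjusted p = 0.00399, and adjusted p = 0.436 with an estimated correlation). *Irk2*, an inward rectifier, was at 25.6 ± 12.9 and 0.644 ± 0.870 RPKM (log2 fold change of 5.11, adjusted p = 0.00319), *slo*, a calcium-activated channel, 33.9 times as high (log2 fold change of 5.09, adjusted p = 0.00779), *Sh* 13.5 times (log2 fold change of 3.76, adjusted p = 0.0126) and the leak channel *Task7* at least 63.6-fold. Neuron markers moved with the channels, for example *Syt1*, the calcium sensor of vesicle release, at 6.69 ± 6.16 RPKM in adult and 0.171 ± 0.318 in larval tracheae (log2 fold change of 5.64, adjusted p = 0.0152). With adult trachea replicates 3 and 4 both left out, 4 nicotinic receptors, 0 glutamate receptors and 4 potassium channels were higher, where DESeq2 called 6 glutamate receptors and 13 potassium channels; leaving out adult trachea replicate 4 gave 13 potassium channels and leaving out adult trachea replicate 2 or 3 or larval trachea replicate 1, 2 or 4 gave 2 glutamate receptors. Leaving out 1 library ended the call of *GluClalpha* (without adult trachea replicate 2 or 3 or larval trachea replicate 1, 2 or 4, adjusted p up to 0.139) and *Ekar* (without adult trachea replicate 2 or 3 or larval trachea replicate 1, 2, 3 or 4, adjusted p up to 0.0675). The call was also lost for *clumsy* (adult trachea replicates 3 and 4 both left out, adjusted p = 0.0506) and *GluClalpha* (adult trachea replicates 3 and 4 both left out, adjusted p = 0.175).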

Secondly, we observed many ligand-gated ion channels, including almost all nicotinic ACh receptors and glutamate receptors, as well as various potassium channels. Finally, several transporters were specifically transcribed in the adult trachea, whereas only *SerT* was specific for the larval trachea.

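Of 9 tested neurotransmitter transporter genes, 7 were higher in adult than in larval tracheae and 0 lower (9 higher when adjusted over the list alone; camera, adjusted p = 0.00101, and adjusted p = 0.369 with an estimated correlation). *Eaat1* (FBgn0026439, chromosome 2L from 9333567 to 9341925), which clears glutamate into glia, was at 68.9 ± 43.3 RPKM (SD, n = 4) in adult and 0.0682 ± 0.136 in larval tracheae (log2 fold change of 9.25, standard error 1.24, adjusted p = 0.000505), and *Eaat2*, which takes up aspartate, at 6.14 ± 3.23 and 0.0174 ± 0.0349 (log2 fold change of 7.50, adjusted p = 0.00035). *VGlut*, which fills vesicles with glutamate, had 0 larval reads and was at least 198-fold higher. *NAAT1*, an amino acid transporter, was 67.0 times as high (log2 fold change of 6.07, adjusted p = 0.000328), *Vmat*, which loads vesicles with amines, 21.8 times (log2 fold change of 4.45, adjusted p = 0.0401) and *Gat*, which takes up GABA, 18.3 times (log2 fold change of 4.19, adjusted p = 0.0326). The glial adhesion gene *wrapper* was higher as well, with 1 larval read and a ratio of 995 (95% counting interval 178 to 39315). *SerT* (FBgn0010414, chromosome 2R from 24404595 to 24411074), the serotonin transporter, had 5 reads over the adult libraries and 23 over the larval ones, at 0.0357 ± 0.0250 and 0.240 ± 0.281 RPKM, below the minimum for a test. With 1 library left out, the call was lost for *Vmat* (without adult trachea replicate 1, 2 or 3 or larval trachea replicate 1, 3 or 4, adjusted p up to 0.122) and *Gat* (without adult trachea replicate 2 or 3 or larval trachea replicate 1, 2 or 4, adjusted p up to 0.0867). Among the other settings, no call was made for *Vmat* (adult trachea replicates 3 and 4 both left out, adjusted p = 0.146) and *Gat* (adult trachea replicates 3 and 4 both left out, adjusted p = 0.0935).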

Next, we looked at the melanization reaction, which is a very specific arm of the immune system, because associated DEGs showed marked differences between the larval and adult trachea (Figure 4B). Several genes coding for serine peptidase inhibitors (Serpins, Spn) were differentially expressed between larval and adult tracheal cells. However, downstream of the serine protease cascade, genes coding for Phenol Oxidases (*Phox*), such as *CG3505* or *PPO1* and *PPO2,* were specifically overrepresented in the adult trachea. 

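Serpin genes moved both ways between adult and larval tracheae, with 5 of 17 tested higher and 4 lower in the adult (7 and 6 when adjusted over the list alone; 6 and 2 with adult trachea replicates 3 and 4 both left out). *nec* (FBgn0002930, chromosome 2R from 7156477 to 7158241), the inhibitor of a protease upstream of Toll, was at 185 ± 86.4 RPKM (SD, n = 4) in adult and 10.5 ± 7.07 in larval tracheae (log2 fold change of 4.06, standard error 0.51, adjusted p = 0.000337), and *Spn43Ab* at 321 ± 117 and 50.8 ± 12.2 (log2 fold change of 2.58, adjusted p = 0.000366). *Spn88Ea* (FBgn0028984, chromosome 3R from 15203069 to 15206447), another inhibitor of the Toll cascade, was at 1099 ± 449.9 RPKM in larval and 84.6 ± 73.5 in adult tracheae (log2 fold change of -3.87, standard error 0.50, adjusted p = 0.000425). *Spn77Ba*, which restrains melanization in the trachea, was at 144 ± 21.8 and 24.6 ± 9.04 RPKM (log2 fold change of -2.61, adjusted p = 0.000233), a fold of 6.10 in favour of the larva. *Spn27A*, which holds back the phenoloxidase cascade in the blood, was not called (log2 fold change of -0.84, adjusted p = 0.0634), nor was *Spn28Dc* (log2 fold change of -1.39, adjusted p = 0.0544). Each call of a gene named here held without any 1 library and in every other setting.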

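Of 15 tested genes of melanization, 5 were higher and 2 lower in adult than in larval tracheae (8 and 2 when adjusted over the list alone; 8 and 2 with DESeq2). *PPO2* (FBgn0033367, chromosome 2R from 9042261 to 9044709), a prophenoloxidase of crystal cells in the blood, was at 64.3 ± 21.5 RPKM (SD, n = 4) in adult and 22.0 ± 6.88 in larval tracheae (log2 fold change of 1.55, standard error 0.39, adjusted p = 0.0150), 2.93 times as high. *CG3505* (FBgn0038250, chromosome 3R from 14657447 to 14659228), a serine protease gene, was at 80.8 ± 21.8 and 26.2 ± 17.0 RPKM (log2 fold change of 1.61, standard error 0.44, adjusted p = 0.0222). For *PPO1* (FBgn0283437, chromosome 2R from 17887220 to 17889973) the difference did not pass, at 36.1 ± 11.0 and 11.5 ± 9.78 RPKM (log2 fold change of 1.63, standard error 0.66, adjusted p = 0.0947). The protease gene *Sp7*, which activates prophenoloxidase, was lower in the adult (log2 fold change of -1.15, adjusted p = 0.00810), as was *Hayan*, which acts in the same cascade (log2 fold change of -1.26, adjusted p = 0.0275). Of 15 haemocyte markers, 8 were higher and 0 lower in the adult, and *PPO1*, *PPO2* and *PPO3* are in both lists. Compared with whole flies, *PPO1*, *PPO2* and *CG3505* were higher in adult tracheae, at 7.56 ± 1.75, 6.15 ± 1.69 and 21.0 ± 9.07 RPKM in the flies (log2 fold changes of 2.74, 3.87 and 2.40, adjusted p = 0.00134, 0.000634 and 0.00265). The call depended on single libraries for *CG3505* (without larval trachea replicate 1, 3 or 4, adjusted p up to 0.0645) and *Hayan* (without adult trachea replicate 1 or 4 or larval trachea replicate 2, 3 or 4, adjusted p up to 0.0637). A change of setting ended the call of *PPO2* (adult trachea replicates 3 and 4 both left out, adjusted p = 0.0740), *CG3505* (an offset for exon length and adult trachea replicates 3 and 4 both left out, adjusted p up to 0.0714) and *Hayan* (limma on RPKM in its 3 forms, glmTreat against a fold of 1.5, uniquely mapped gene reads and adult trachea replicates 3 and 4 both left out, adjusted p up to 0.121).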

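Neither of 2 genes of dopamine synthesis passed the test between adult and larval tracheae. With 4 libraries a group such a test can miss a change of 2 times, and how often it does so in these data was not measured. *Pu* (FBgn0003162, chromosome 2R from 21175315 to 21182608), also known as Punch, encodes GTP cyclohydrolase, which makes the cofactor of tyrosine hydroxylase, and was at 10.7 ± 3.43 RPKM (SD, n = 4) in adult and 8.68 ± 3.54 in larval tracheae (log2 fold change of 0.23, standard error 0.39, adjusted p = 0.730). *Ddc* (FBgn0000422, chromosome 2L from 19116483 to 19120306), dopa decarboxylase, was at 17.4 ± 8.68 and 7.34 ± 8.79 RPKM (log2 fold change of 1.26, standard error 0.84, adjusted p = 0.313). Neither passed the test or any other setting, apart from *Ddc* without larval trachea replicate 2 (adjusted p = 0.0429). Of 2 further genes of this pathway, chosen after their values were seen, *ple*, the tyrosine hydroxylase gene, had a log2 fold change of 2.38 (adjusted p = 0.160) and *Dhpr*, which recycles the cofactor, one of 0.53 (adjusted p = 0.282). *Dat*, which acetylates dopamine and other amines, rose from 5.14 ± 2.21 to 105 ± 24.0 RPKM (log2 fold change of 4.35, adjusted p = 0.000192).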

Combined with enrichment in genes coding for proteins associated with dopamine synthesis, such as *Punch* and *Dopa decarboxylase (Ddc)* coding genes, Phox is responsible for dopamine-dependent melanin synthesis [29].

We also analyzed the expression of genes relevant to fat transport and metabolism and found enrichment in the adult trachea (Figure 5A) as the corresponding GO terms were enriched in the adult trachea compared with larva ones (Figure 2C). 

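Maltase genes, whose enzymes split maltose into glucose, were higher in adult than in larval tracheae in 6 of 9 tested cases and lower in 0 (8 higher when adjusted over the list alone; camera, adjusted p = 0.00575, and adjusted p = 0.251 with an estimated correlation). *Mal-B1* (FBgn0032381, chromosome 2L from 11847226 to 11849169) was at 199.6 ± 188 RPKM (SD, n = 4) in adult and 0.102 ± 0.0968 in larval tracheae (log2 fold change of 10.73, standard error 1.42, adjusted p = 0.000476), a fold of 1702. *Mal-B2* was at 78.6 ± 52.6 and 2.33 ± 2.85 RPKM (log2 fold change of 4.91, adjusted p = 0.00487), *Mal-A5* at 75.2 ± 33.8 and 2.67 ± 1.90 (log2 fold change of 4.72, adjusted p = 0.00116) and *Mal-A1* at 38.1 ± 34.1 and 0.256 ± 0.468 (log2 fold change of 7.19, adjusted p = 0.00294). *Mal-A6*, with 0 larval reads, was at least 499.7-fold higher. Compared with whole flies, 2 maltase genes were higher in adult tracheae and 1 was lower of 10 tested, and *Mal-A1* was at 185 ± 49.4 RPKM in the flies. Digestive genes of the midgut moved with the maltases: 11 of 15 midgut markers were higher in adult than in larval tracheae and 0 lower (12 higher when adjusted over the list alone; camera, adjusted p = 0.000686, and adjusted p = 0.251 with an estimated correlation). Among these markers, *Mal-A1* included, were *alphaTry*, at 6.36 ± 5.94 RPKM in larval tracheae (log2 fold change of 8.74, adjusted p = 0.000568), and *Jon65Aiv* (log2 fold change of 6.77, adjusted p = 0.00228), both serine proteases of the gut lumen. With adult trachea replicates 3 and 4 both left out, 4 maltases were lower in adult tracheae than in whole flies.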

Here, almost all members of the maltase (*Mal*)-family are specifically present in the adult trachea (Figure 5A). Transport molecules such as the Trehalose transporters as well as the major carbohydrate-related genes *tobi, Amy-p*, and *Amy-d,* are also mainly present in the adult trachea (Figure 5A). 

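Of 11 tested genes of carbohydrate and lipid use, 7 were higher and 1 lower in adult than in larval tracheae (7 and 1 when adjusted over the list alone; camera, adjusted p = 0.00554, and adjusted p = 0.338 with an estimated correlation). The paper names *Tret1-1*, *Tret1-2*, *tobi*, *Amy-p*, *Amy-d*, *bmm* and *Lip4*, all in this list, as mainly found in the adult from these same data. The count and the set test therefore partly restate that choice. The trehalose transporter gene *Tret1-1* (FBgn0050035, chromosome 2R from 11665768 to 11674782) was at 82.6 ± 12.5 RPKM (SD, n = 4) in adult and 0.383 ± 0.526 in larval tracheae (log2 fold change of 7.76, standard error 1.04, adjusted p = 0.000522), a fold of 217. Its paralog *Tret1-2* had 0 larval reads and was at least 49.1-fold higher. *Amy-p* (FBgn0000079, chromosome 2R from 17118636 to 17120303) and *Amy-d*, a pair of amylase genes that also mark the midgut, were at 129 ± 36.4 and 83.0 ± 49.1 RPKM in adult tracheae, with 1 and 2 larval reads and ratios of 5396 (95% counting interval 968 to 213158) and 1817 (95% counting interval 503 to 15009). *tobi*, a glucosidase target of insulin and of adipokinetic hormone, was at 30.8 ± 30.8 RPKM with 1 larval read, a ratio of 2313 (95% counting interval 415 to 91379.5). In whole flies, *Amy-p* was at 179 ± 34.8 RPKM, *tobi* at 66.6 ± 14.8 and *Tret1-1* at 34.9 ± 6.37. Between the adult libraries *Amy-p* differed least in replicates 1 to 3, at 153, 150.1 and 137 RPKM, and replicate 4 held 75.0.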

With respect to the lipases *brummer* and *Lip4,* we observed the same type of distribution.

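Both lipase genes were higher in adult than in larval tracheae. *bmm* (FBgn0036449, chromosome 3L from 14776496 to 14786412), brummer, the lipase that releases stored fat, was at 12.5 ± 6.55 RPKM (SD, n = 4) in adult and 0.477 ± 0.407 in larval tracheae (log2 fold change of 3.75, standard error 0.46, adjusted p = 0.000301), a fold of 13.5. *Lip4* (FBgn0032264, chromosome 2L from 10527572 to 10531778) was at 25.8 ± 9.10 and 0.0534 ± 0.0731 RPKM (log2 fold change of 6.91, standard error 0.80, adjusted p = 0.000227), a fold of 120.5. In whole flies the levels were 4.91 ± 1.47 and 23.2 ± 4.88 RPKM. Both calls held without any 1 library and in every other setting. The fatty acid synthase gene *FASN2*, an oenocyte marker, moved the same way (log2 fold change of 4.90, adjusted p = 0.00535), and the glucose transporter gene *Glut1* was not called (log2 fold change of 0.79, adjusted p = 0.222). The paper states that genes of fat transport and metabolism were enriched in the adult trachea.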

Genes associated with the production of mucin-like products also show a high degree of stage specificity. Here, we focus on mucin (*Muc-*), mucin related (*Mur-*), and salivary gland secretion (*Sgs-*)family members. 

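Of 11 tested mucin and mucin-related genes, 4 were higher in adult than in larval tracheae and 0 lower, namely *Muc68D*, *Mur29B*, *Muc68E* and *Mur2B* (4 higher when adjusted over the list alone; camera, adjusted p = 0.105, and adjusted p = 0.488 with an estimated correlation; 1 lower without adult trachea replicate 3). Mucins are glycoproteins of mucus and of the lining of the gut, and midgut markers moved with them, 11 of 15 higher and 0 lower. *Muc68D* (FBgn0036203, chromosome 3L from 11767299 to 11772157) was at 6.55 ± 4.40 RPKM (SD, n = 4) in adult tracheae with 0 larval reads, at least 249.5-fold higher (adjusted p = 0.000756). With 0 larval reads too, *Mur29B* (FBgn0051901, chromosome 2L from 8352187 to 8355172) was at least 64.2-fold higher (adjusted p = 0.0263) and *Muc68E* (FBgn0053265, chromosome 3L from 11967343 to 11972979) at least 23.3-fold (adjusted p = 0.0216), at 4.92 ± 5.32 and 0.414 ± 0.261 RPKM in adult tracheae. *Mur2B* was 11.9 times as high (log2 fold change of 3.57, adjusted p = 0.00282). The most highly read of the group, *Mur18B*, at 30.3 ± 12.5 RPKM in adult and 7.25 ± 14.4 in larval tracheae, did not pass (log2 fold change of 2.08, adjusted p = 0.354). Single libraries decided the call of *Mur29B* (without adult trachea replicate 1 or 2, adjusted p up to 0.0658).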

In the adult trachea, we observed a generally higher expression of mucin genes, with *Muc68D*, *Mur29B* and *Muc68E* being the most specific ones (Figure 5B). These mentioned mucin-like genes are almost not expressed in the larval tracheal system, although they are of central importance as a lining system in other airway organs, such as the lung [30,31].

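Across the larval libraries, *Muc68D*, *Mur29B* and *Muc68E* had 0 reads each, against 1134, 292 and 106 in the adult ones. At 3 reads over the 4 larval libraries as the floor, these transcripts were not detectable at this depth. In whole flies the same genes were at 1.82 ± 0.258, 3.39 ± 3.91 and 0.117 ± 0.202 RPKM (SD, n = 4). Other members were read at low levels in larval tracheae, among them *Muc96D*, at 1.68 ± 1.95 RPKM and 1.29 ± 2.53 in adult tracheae (log2 fold change of 0.17, adjusted p = 0.964), and *Mur89F*, at 0.191 ± 0.189 and 0.0661 ± 0.132 (log2 fold change of -1.28, adjusted p = 0.654). Of the salivary gland secretion genes, which encode the glue of the larva, *Sgs3* and *Sgs4* were tested and neither was called (log2 fold change of 2.46, adjusted p = 0.455 for *Sgs3*, and for *Sgs4*, with 1 larval read, a ratio of 68.6 (95% counting interval 12.1 to 2737), adjusted p = 0.0889). They were at 2.62 ± 4.48 and 1.89 ± 2.59 RPKM in adult tracheae, with an SD above the mean.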

The observation that various components of the immune system were expressed at substantially higher levels in the adult trachea compared with the larval trachea was further analyzed. Here, a focus was on the immune deficiency (IMD) pathway, which is the most important arm of the epithelial immune system (Figure 6). 

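Of 14 genes for the intracellular part of IMD signalling, 2 were higher and 2 lower in adult than in larval tracheae and 10 did not pass (2 and 2 when adjusted over the list alone). The higher ones were *Tab2*, the partner of the kinase *Tak1*, 2.82 times as high (log2 fold change of 1.50, adjusted p = 0.0127), and *pirk*, a negative regulator that the pathway induces, 37.5 times (log2 fold change of 5.23, adjusted p = 0.0221). The lower ones were *ben*, a ubiquitin-conjugating enzyme (log2 fold change of -1.22, adjusted p = 0.00571), and its partner *Uev1A* (log2 fold change of -0.87, adjusted p = 0.0259). *key*, a subunit of the IKK complex (FBgn0041205, chromosome 2R from 24785514 to 24787411), was at 32.5 ± 20.2 RPKM (SD, n = 4) in adult and 22.6 ± 7.98 in larval tracheae (log2 fold change of 0.36, standard error 0.40, adjusted p = 0.565), and *Rel*, the NF-kappaB factor of the pathway (FBgn0014018, chromosome 3R from 9044183 to 9047977), at 28.1 ± 20.3 and 20.1 ± 3.15 (log2 fold change of 0.30, standard error 0.37, adjusted p = 0.605). *Dredd*, the caspase that cleaves *Rel*, was at 17.1 ± 4.94 and 29.5 ± 3.47 RPKM (log2 fold change of -0.81, adjusted p = 0.0717). Upstream, of 14 peptidoglycan and glucan recognition genes, 5 were higher and 1 lower (5 and 3 when adjusted over the list alone; 5 and 4 with an offset for exon length). A refit with 1 library fewer lost the call of *pirk* (without adult trachea replicate 2 or larval trachea replicate 2, adjusted p up to 0.0710) and *Uev1A* (without larval trachea replicate 1, 2, 3 or 4, adjusted p up to 0.0682). Not every setting called *Uev1A* (limma on RPKM in its 3 forms, glmTreat against a fold of 1.5 and adult trachea replicates 3 and 4 both left out, adjusted p up to 0.148).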

Whereas the major intracellular parts of the signaling system are present to similar extents in both types of tracheae, especially the extracellular, regulatory components show a strongly divergent expression pattern. We observed higher expression of the amidases of the peptidoglycan recognition protein (PGRP) family *PGRP-SC2*, *PGRP-SB1*, and *PGRP-LB*, which should exert an inhibitory effect on IMD-signaling, but we also observed a strongly enhanced expression of *PGRP-SD*, which fosters binding of the peptidoglycan to the pattern recognition receptor *PGRP-LC* (Figure 6A,B) in the adult trachea. On the other hand, factors such as the Toll-receptors *Toll-4*, *Toll-7*, and *Tollo* (Toll-8) are expressed at higher levels in the larval trachea as well as *PGRP-LC*, *PGRP-LE*, and *PGRP-LA* (Figure 6A). 

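*PGRP-SB1*, *PGRP-SC2* and *PGRP-SD* were higher in adult than in larval tracheae, and *PGRP-LB* did not pass the test. *PGRP-SB1* (FBgn0043578, chromosome 3L from 16727299 to 16727989), a secreted amidase that cuts peptidoglycan, was at 285 ± 406 RPKM (SD, n = 4) in adult tracheae with 0 larval reads, at least 1135-fold higher (adjusted p = 0.00314). *PGRP-SC2* (FBgn0043575, chromosome 2R from 8716950 to 8717695), another amidase, was at 68.6 ± 72.5 RPKM with 0 larval reads, at least 439-fold higher (adjusted p = 0.00809). *PGRP-LB* (FBgn0037906, chromosome 3R from 11452849 to 11460552) was at 17.4 ± 16.4 and 5.17 ± 2.68 RPKM (log2 fold change of 1.56, standard error 0.72, adjusted p = 0.139). *PGRP-SD* (FBgn0035806, chromosome 3L from 7651180 to 7651900) was at 557 ± 520.0 and 3.14 ± 5.99 RPKM (log2 fold change of 7.19, standard error 1.49, adjusted p = 0.00558), a fold of 146. *GNBP-like3*, of the glucan-binding family, was at 475 ± 782 RPKM with 2 larval reads, a ratio of 2375 (95% counting interval 657 to 19617). The spread between adult libraries was about as large as the mean or larger in each of these genes. In whole flies *PGRP-SC2* was at 334 ± 124 RPKM, above its mean in adult tracheae, while *PGRP-SD* was at 84.6 ± 16.5. With adult trachea replicates 3 and 4 both left out, *PGRP-LB* passed (adjusted p = 0.0126).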

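*PGRP-LA*, a membrane protein of the peptidoglycan recognition family (FBgn0035975, chromosome 3L from 9334332 to 9338336), was lower in adult than in larval tracheae, at 13.5 ± 11.1 and 72.4 ± 23.2 RPKM (SD, n = 4; log2 fold change of -2.50, standard error 0.50, adjusted p = 0.00483). *PGRP-LC*, the receptor at the head of the IMD pathway (FBgn0035976, chromosome 3L from 9338810 to 9348336), was at 19.4 ± 12.1 and 39.3 ± 9.58 RPKM (log2 fold change of -1.03, standard error 0.39, adjusted p = 0.0737), and *PGRP-LE*, its intracellular counterpart (FBgn0030695, chromosome X from 15801153 to 15803880), at 14.9 ± 9.88 and 22.3 ± 3.52 (log2 fold change of -0.77, standard error 0.38, adjusted p = 0.167), with means higher in the larva that did not pass the test. The Toll-type receptor genes *Toll-7* and *Tollo* had means higher in the larva too, at 4.04 ± 2.04 against 0.850 ± 1.05 RPKM (log2 fold change of -1.96, adjusted p = 0.219) and 2.67 ± 0.902 against 1.21 ± 0.630 (log2 fold change of -1.20, adjusted p = 0.0875). *Toll-4* had 10 reads over the larval libraries and 0 over the adult ones, below the minimum for a test. Of 6 Toll receptor genes tested, 1 was higher, *Toll-6*, with 3 larval reads and a ratio of 68.9 (95% counting interval 23.3 to 336), and 0 lower (1 and 0 when adjusted over the list alone). *Toll-6* was not called without adult trachea replicate 3 (adjusted p = 0.0621). With an offset for exon length *PGRP-LC*, *PGRP-LE* and *Tollo* passed as lower in the adult (adjusted p = 0.0177, 0.0399 and 0.0415), and *Toll-7* passed with limma on log2(RPKM + 0.1) (adjusted p = 0.0361).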

A major outcome of activation of the immune system is the production of antimicrobials, most importantly, the production of antimicrobial peptides (AMP). 

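Of 15 tested antimicrobial peptide genes, 13 were higher in adult than in larval tracheae and 0 lower (13 higher when adjusted over the list alone; camera, adjusted p = 0.0225, and adjusted p = 0.539 with an estimated correlation). *Drs* (FBgn0283461, chromosome 3L from 3369556 to 3369942), the antifungal drosomycin, was at 5987 ± 9001 RPKM (SD, n = 4) in adult and 4.70 ± 5.69 in larval tracheae (log2 fold change of 10.06, standard error 1.54, adjusted p = 0.00110), a fold of 1068. *AttC* (FBgn0041579, chromosome 2R from 13393705 to 13394667), an attacin against Gram-negative bacteria, was at 1568 ± 2814 and 0.665 ± 0.869 RPKM (log2 fold change of 10.74, standard error 1.99, adjusted p = 0.00303), *Mtk*, metchnikowin, at 1782 ± 3097 and 1.54 ± 2.62 (log2 fold change of 9.74, adjusted p = 0.00880), and *DptA*, a diptericin, at 1526 ± 2946 and 2.60 ± 2.93 (log2 fold change of 8.78, adjusted p = 0.0148). *Drsl4* and *Drsl5*, relatives of drosomycin, had 0 larval reads and were at least 64.5-fold and at least 54.3-fold higher. The adult libraries differed widely from one another, so that *Drs* was at 2557, 19438, 1239 and 713 RPKM in replicates 1 to 4. *AttA* did not pass (log2 fold change of 3.69, adjusted p = 0.162), nor did *CecB*, with 3 larval reads and a ratio of 14.7 (95% counting interval 4.83 to 73.3) (adjusted p = 0.280). The count of higher genes was 8 without adult trachea replicate 2. DESeq2 gave no adjusted p for *DptA*.

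**Figure D4:**
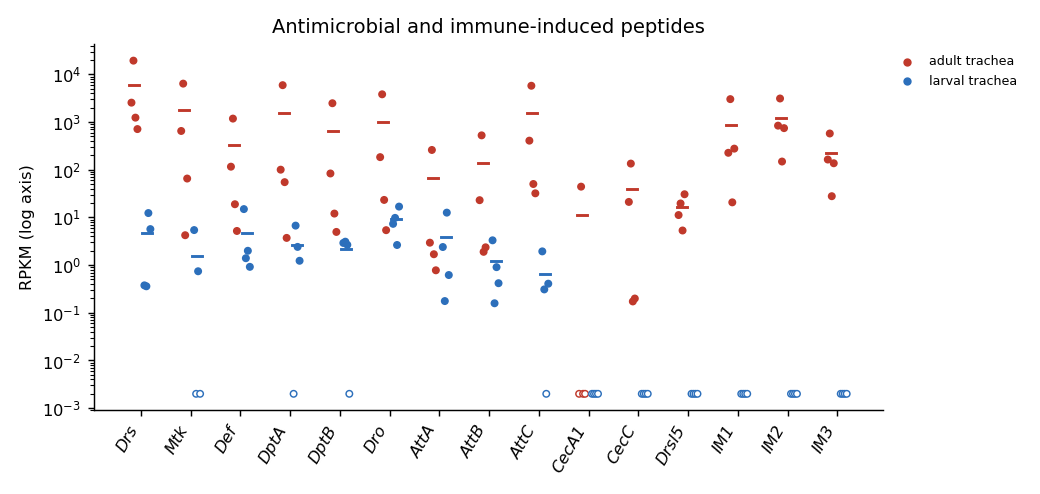
RPKM on a log axis (y axis) of antimicrobial peptide genes and the immune-induced peptides *IM1*, *IM2* and *IM3* (x axis) in adult and larval trachea; each point is 1 of 4 libraries, lines are means and open symbols at the bottom are libraries at 0 RPKM. *Drs* lies at 713 to 19438 RPKM in adult trachea and at 0.360 to 12.4 in larval trachea.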

Here, we observed a clear and often substantially higher expression of AMP genes in adult trachea if compared with larval ones (Figure 6C). As an example, we show the expression of the AMP *drosomycin* in the trachea of uninfected adult animals (Figure 6D).

Finally, we found that in the adult tracheal system, all main components of the circadian clock (Figure 7A) were expressed. 

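All 5 core clock genes had reads in adult tracheae. Transcripts of *cry* (FBgn0025680, chromosome 3R from 19212154 to 19215442), the blue light receptor of the clock, were at 50.7 ± 12.7 RPKM (SD, n = 4), those of *cyc* (FBgn0023094, chromosome 3L from 19813770 to 19815938) at 24.3 ± 15.4, *tim* (FBgn0014396, chromosome 2L from 3493986 to 3508119) at 6.59 ± 3.84, *Clk* (FBgn0023076, chromosome 3L from 7763233 to 7775603) at 1.72 ± 1.26 and *per* (FBgn0003068, chromosome X from 2685580 to 2692780) at 0.632 ± 0.415. The proteins of *Clk* and *cyc* form the activator of the loop, and those of *tim* and *per* its repressor. The flies were kept in a day and night rhythm, and the methods give no time of day at which the groups were collected. A difference in that time cannot be told apart from one of tissue or stage in these genes. In whole flies the levels were 31.2 ± 5.15 RPKM for *cry*, 58.4 ± 26.0 for *cyc*, 1.31 ± 0.827 for *tim*, 0.0385 ± 0.0771 for *Clk* and 0.279 ± 0.253 for *per*. Compared with whole flies, 2 of the 5 genes were higher in adult tracheae (2 when adjusted over the list alone), *tim* (log2 fold change of 2.59, adjusted p = 0.00747) and *cry* (log2 fold change of 1.16, adjusted p = 0.0236), while *Clk* (log2 fold change of 2.88, adjusted p = 0.105), *cyc* (log2 fold change of -0.90, adjusted p = 0.148) and *per* (log2 fold change of 1.47, adjusted p = 0.422) did not pass. Of 7 clock-controlled genes and genes of the second loop, 5 were higher than in whole flies (5 when adjusted over the list alone; 3 without adult trachea replicate 1 or 3 and 2 without adult trachea replicate 2 or whole-fly replicate 2, 3 or 4; 2 higher and 1 lower with limma on log2(RPKM + 0.1), and 1 higher and 1 lower with an offset for exon length), among them *vri*, a repressor of *Clk* (log2 fold change of 4.15, adjusted p = 0.00192). Photoreceptor cells also run a clock, and their markers were read in the same libraries, such as *chp*, a protein of the photoreceptor surface, at 14.2 ± 4.76 RPKM in adult tracheae (log2 fold change of 3.11, adjusted p = 0.00389 against whole flies). Refits without 1 library did not call *cry* (without whole-fly replicate 2, 3 or 4, adjusted p up to 0.0692). Settings that ended a call were, for *tim* (limma on log2(RPKM + 0.1), limma on log2(RPKM + 0.1) without a filter and an offset for exon length, adjusted p up to 0.0696) and *cry* (limma on RPKM in its 3 forms, all 3 groups in 1 fit, glmTreat against a fold of 1.5 and adult trachea replicates 3 and 4 both left out, adjusted p up to 0.156).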

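The clock genes *tim*, *cry*, *Clk*, *cyc* and *per* were all higher in adult than in larval tracheae (5 of 5 when adjusted over the list alone; camera, adjusted p = 0.00575, and adjusted p = 0.215 with an estimated correlation). For *cry* the larval level was 0.219 ± 0.304 RPKM (SD, n = 4; log2 fold change of 7.70, standard error 0.88, adjusted p = 0.000219), for *tim* 0.00589 ± 0.0118 (log2 fold change of 6.75, standard error 1.19, adjusted p = 0.00228), for *Clk* 0.0178 ± 0.0217 (log2 fold change of 6.50, standard error 1.15, adjusted p = 0.00239) and for *cyc* 5.13 ± 2.53 (log2 fold change of 2.09, standard error 0.50, adjusted p = 0.0119). *per* had 102 reads over the adult libraries and 0 over the larval ones (adjusted p = 0.0255). In gene reads, introns included, the larval libraries held 10 of *tim*, 4 of *Clk* and 13 of *cry*. The time of day of the dissections, which the methods do not give, may differ between the stages and cannot be told apart from stage here. Of 7 clock-controlled genes and genes of the second loop, 2 were higher and 0 lower in the adult (3 and 0 when adjusted over the list alone), *vri* (log2 fold change of 2.61, adjusted p = 0.0475) and *Pdfr*. Leaving out 1 library ended the call of *per* (without adult trachea replicate 2 or 4, adjusted p up to 0.0559) and *vri* (without adult trachea replicate 1, 2 or 3 or larval trachea replicate 1, 3 or 4, adjusted p up to 0.111). Other settings did not call *per* (limma on log2(RPKM + 1), adjusted p = 0.102) and *vri* (glmTreat against a fold of 1.5 and adult trachea replicates 3 and 4 both left out, adjusted p up to 0.0856).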

The protein-coding genes for *timeless* (*tim*), *period* (*per*), *cryptochrome* (*cry*), *Clock* (*Clk*), and *cycle* (*cyc*) were strongly upregulated in adult trachea compared with larval ones. Whereas *cyc* was only four times more abundant in the adult trachea, the difference between the adult and the larval trachea was a hundred-fold and more for the other four members of the core clock (*tim*, *cry*, *per*, *Clk*) (Figure 7B). 

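Fitted folds of adult over larval tracheae were 208 for *cry*, 108 for *tim* and 90.8 for *Clk*, and 4.26 for *cyc*. The larval libraries had 0 reads of *per*, the repressor that pairs with the product of *tim*, which bounds its fold to at least 22.4. The ratio of mean RPKM, which counts exon reads only, was 4.74 for *cyc*. Counted over exons, the log2 fold change was 9.66 for *tim* (adjusted p = 0.000139) and 6.68 for *Clk* (adjusted p = 0.00387), with 11.8% of the adult reads of *tim* and 39.3% of those of *Clk* in introns. Every adult library held more RPKM of *cry*, *cyc*, *tim*, *Clk* and *per* than every larval one. From these levels the paper concludes that all main components of the clock were expressed in the adult tracheal system.

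**Figure D5:**
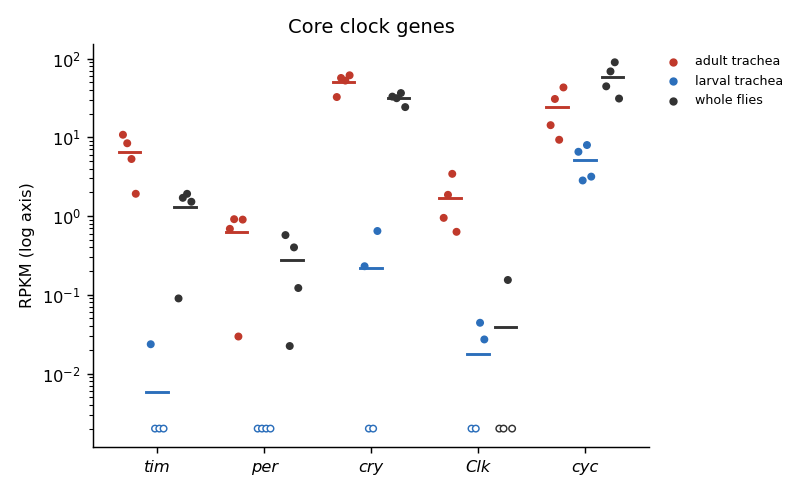
RPKM on a log axis (y axis) of 5 core clock genes (x axis) in adult trachea, larval trachea and whole flies; each point is 1 of 4 libraries, lines are means and open symbols at the bottom are libraries at 0 RPKM. *per* lies at 0 RPKM in all 4 larval libraries, and *cyc* at 9.30 to 42.9 RPKM in adult and 2.83 to 7.97 in larval trachea.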

Using a tagged version of *tim* that is under transcriptional control of the natural *tim* promoter, we could show *tim* expression in the adult tracheal system (Figure 7C).

### 2.5. Specific Driver Lines Targeting Cell Populations of Adult Trachea

To visualize the tracheal structure of adult flies, we performed a detailed analysis of the adult tracheal system using micro-CT analyses of adult *Drosophila*. Here, we found a very fine meshwork of tracheal structures in the entire abdomen and different types of tracheal structures in the thorax and the head, where massive air sacs dominate (Figure 8A,B). We used this structural information obtained by micro-CT to test the ability of drivers of the Gal4/UAS system to specifically mark all adult tracheal components. We supplemented this study with an autofluorescence analysis. Here, larval and adult trachea show a marked autofluorescence at an excitation wavelength of 405 nm with a strong blue light emission [32,33]. We observed this fluorescence in the entire larval tracheal system (not shown) and in most parts of the adult tracheal system (Figure 8C). Furthermore, we also observed a very strong autofluorescence after excitation with 488 nm and emission as red light (Figure 8C). These signals are confined to tracheal parts in the thorax and the head (Figure 8C) and are never observed in the larval trachea. The problematic features of the commonly used *btl-Gal4* driver for analyzing the adult tracheal system are underpinned by the observation that manually isolated larval trachea show an approximately ten times higher expression of *btl* if compared with the manually isolated adult trachea (Figure 8D).

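The transcript of *btl* (FBgn0285896, chromosome 3L from 14075772 to 14083229), the fibroblast growth factor receptor that guides tracheal branching, was at 45.9 ± 6.79 RPKM (SD, n = 4) in larval tracheae, 4.42 ± 1.86 in adult ones and 0.356 ± 0.345 in whole flies. The larval mean was 10.4 times the adult mean, and every larval library lay above every adult one (exact two-sided permutation test of the RPKM, p = 0.029, the smallest that 4 libraries against 4 allow). In the fit to gene reads the log2 fold change of adult over larval tracheae was -3.28 (standard error 0.48, adjusted p = 0.000851). Compared with whole flies, *btl* was higher in adult tracheae (log2 fold change of 4.20, adjusted p = 0.0118), a call that was not made with adult trachea replicates 3 and 4 both left out (adjusted p = 0.0586). The paper sets this difference beside the problems it describes for the *btl* driver line in the adult tracheal system.

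**Figure D6:**
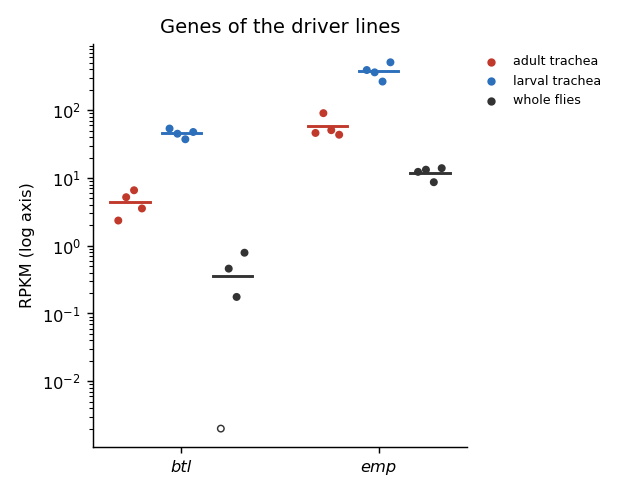
RPKM on a log axis (y axis) of *btl* and *emp* (x axis) in adult trachea, larval trachea and whole flies; each point is 1 of 4 libraries, lines are means and the open symbol at the bottom is a library at 0 RPKM. The larval mean of *btl*, 45.9 RPKM, is 10.4 times the adult mean of 4.42.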

Here, we analyzed flies where GFP is expressed under the control of the *btl-Gal4* driver, which is still the only valid driver for the adult tracheal system. In sagittal sections of these flies, we observed similar structures in the abdomen, but significant differences, i.e., a lack of staining in the thorax and the head (Figure 1C). This lack of a precise match between the GFP expression driven by *btl-Gal4* and the tracheal structure led us to use a manual isolation approach of the adult tracheal system.

Based on the analyses of this project, we compared six promising Gal4 drivers, all of which are expressed in adult trachea [34]. Here, we compared *btl-Gal4* (Figure 8E–H), as a canonical driver used for trachea in general, with *emp-Gal4* (epithelial membrane protein, Figure 8I–L) and *flz-Gal4* (filzig, Figure 8M–P). Shown are sagittal sections of the entire animals (Figure 8E,I,M), as well as higher magnifications of the head (Figure 8F,J,N), the thorax (Figure 8G,K,O), and the abdomen (Figure 8H,L,P). *Btl-Gal4* labeled only parts of the tracheal system, where terminal cells and parts of the air sacs are labeled, various larger trachea are not labeled at all. *Emp-Gal4*, on the other hand, labeled the larger tracheal structures but missed terminal cells in the abdomen. *Flz-Gal4* had a generally lower level of expression, and it marked only parts of the tracheal structures. All three driver lines were not completely specific as other organs, such as the reproductive organs (*btl*) or the intestine (*emp-Gal4* and *flz-Gal4*), were also prominently labeled (Figure 8E,I,M). Three additional driver lines with known expression in the trachea showed lower expression levels in the trachea with higher expression in other organs. *Geko-Gal4* showed only expression in the smaller tracheal branches of the abdomen and expression associated with the carcass (Figure S2A–D). *Ex-Gal4* showed only expression in the larger air sacs in the head and thorax but also expression in other abdominal organs (Figure S2E–H). *Samuel-Gal4* showed a similar expression to *Emp-Gal4* but with a much lesser expression level in the trachea and a high expression level in several parts of the intestine (Figure S2I–L). The *emp* gene was the only one that showed up in our expression analysis with RPKM values between 43 and 91 in the adult tracheal samples, which is much more than the *btl* expression (Figure 8D).

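The transcript of *emp* (FBgn0010435, chromosome 2R from 24976456 to 24986070), a scavenger receptor of the CD36 family in epithelia, was at 57.7 ± 22.0 RPKM (SD, n = 4) in adult tracheae, with 43.5 to 90.5 RPKM in single libraries. Larval tracheae held 382 ± 101 RPKM and whole flies 12.0 ± 2.35. In adult tracheae the mean of *emp* was 13.1 times that of *btl*, and all 4 libraries had more *emp* than any had *btl*. Compared with whole flies *emp* was higher in adult tracheae (log2 fold change of 2.66, standard error 0.32, adjusted p = 0.000864), and compared with larval ones it was lower (log2 fold change of -2.75, standard error 0.34, adjusted p = 0.00034). Both calls held without any 1 library.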

## 3. Discussion

We conducted this study to understand the basic features of the molecular and cellular organization of the adult trachea. Furthermore, we wanted to identify possible differences between larval and adult tracheae and correlate these with functional differences. To achieve this goal, we deliberately chose the experimental approach of manual dissection of adult tracheae to include all parts of the adult trachea in the analysis. Unfortunately, this is not the case when the canonical tracheal marker *btl* is used to isolate adult tracheal cells. For this reason, our work complements related efforts of the FlyCellAtlas consortium [28] and can serve as a valuable resource for further studies.

Most striking was the observation that the transcriptome signatures differed substantially between adult and larval trachea. These differences were expectable, as both systems, albeit sharing the same architecture, differ in their structure and presumably also in their physiology. Moreover, the adult tracheal system is far more elaborate with respect to different cell populations. Next to the conventional structuring into tube-like trunks and terminal cells, an additional regionalization in the head, thoracic, and abdominal trachea could enhance this diversity [35]. The need to adapt to different physiological situations is higher in adults, which might be the reason for the massive expansion of expression signatures associated with signaling in general, allowing it to influence the physiology of respiratory systems by either hormonal or neuronal information. This specific expression of many molecules closely linked to signal transduction suggests that adult tracheal cells are targets of complex modulations. Particularly noteworthy is the expression of many receptors (in particular from the family of G-protein coupled receptors) and of other molecules of the respective signal transduction cascades. Striking is the observation that almost the entire set of bioamine receptors of *Drosophila* is present in the adult trachea [36]. Furthermore, numerous peptide receptors from this family are also present in this tissue. Several rhodopsins are also present, which is surprising, but a few non-visual areas where rhodopsin expression is of physiological importance are known [37]. 

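Opsin genes were read in adult tracheae and were higher there than in larval tracheae. *ninaE* (FBgn0002940, chromosome 3R from 19886255 to 19888206), which encodes rhodopsin 1 of the outer photoreceptors, was 1169 times as high. *Rh4* was at 42.7 ± 15.0 RPKM (SD, n = 4) in adult and 0.0528 ± 0.0610 in larval tracheae (log2 fold change of 6.52, standard error 0.73, adjusted p = 0.000196), *Rh3* at 44.7 ± 17.7 RPKM with 1 larval read, a ratio of 1523 (95% counting interval 273 to 60198), and *Rh6* at 34.3 ± 15.9 RPKM with 2 larval reads, a ratio of 651 (95% counting interval 180.0 to 5381). These opsins sit in different cells of the compound eye. Whole flies held 43.9 ± 15.1 RPKM of *Rh4*, 28.5 ± 12.2 of *Rh3* and 28.5 ± 14.6 of *Rh6*, and against these the adult tracheal libraries gave log2 fold changes of 0.27 (adjusted p = 0.572), 1.13 (adjusted p = 0.0658) and 0.61 (adjusted p = 0.302). *Cpn*, a calcium-binding protein of photoreceptors, had 0 reads in whole flies and was at least 239-fold higher in adult tracheae, at 6.45 ± 2.56 RPKM. The same whole-fly libraries held 24218 reads of *ninaE* and 16340 of *Arr2*, and whole flies include both eyes and tracheae. The missing *Cpn* reads therefore do not show that the gene was silent in whole flies.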

The high expression of arrestins one and two suggest that they are highly relevant in the adult trachea. Furthermore, the specific expression of several different ion channels and transporters in the adult trachea is noteworthy. Taken together, the idea that the higher complexity of the adult tracheal system demands a more elaborated signaling system is very appealing, but experimental data conforming to this scenario are currently lacking.

Equally evident were the changes in the epithelial immune system between developmental stages, which may be central to tracheal functionality. Tracheae represent the largest surfaces in insects, making them an ideal portal of entry for numerous pathogens. Therefore, these surfaces need protection by a highly effective immune system [20,38,39,40]. The melanization reaction is an aspect of the epithelial defense that is operative in the trachea of both larvae and adults [29,41,42]. However, we showed that central molecules of this immune signaling pathway were more abundant in adults than in larvae, indicating greater importance in the adult tracheal system. Concerning the immune response, the much higher tonic immune activity of the adult tracheal system was striking. Here, antimicrobial peptide genes from different functional classes show massive upregulation compared to the larval system, suggesting that the adult trachea exhibits tonic activation of epithelial immunity. Most genes encoding IMD pathway genes have similar expression levels in both tracheal systems. The expression of genes encoding extracellular PGRPs is much higher in the adult tracheal system. Three of these, namely PGRP-SC2, PGRP-SB1, and PGRP-LB, encode for amidases or predicted amidases. Amidases are enzymes that degrade peptidoglycan, which activates the IMD pathway. Thereby attenuating the activity of the IMD pathway. On the other hand, PGRP-SD is present at much higher levels in the adult trachea. It is known to be one of the major mediators of the IMD pathway by binding peptidoglycans and transporting them to the receptor [43]. The immune receptors Toll-4, -7, and -8 (Tollo) are present at higher levels in the larval trachea. Tollo, in particular, is relevant because it acts as a potent inhibitor of the IMD pathway in the larval trachea [44]. Overall, the sum of these effects on the performance of the IMD pathway should result in higher activities in the adult trachea, which is consistent with our observations with AMP reporter strains.

Mucins or mucin-like substances are of central importance for the functionality of airways. Their great relevance is supported by the fact that dysfunction of mucin secretion is associated with several different diseases, particularly of the lung and intestine [45]. In the larval trachea, almost no mucin gene expression was found, whereas numerous Muc and Mur coding genes [46] are expressed in the adult tracheal system. Mucins are of vital importance for the functionality of the vertebrate lung, where they act as part of the lining covering the airway epithelium [30,31]. There, they act as a protective lining and a structure that traps inhaled particles. Transport of the mucus allows for getting rid of these trapped particles [47]. Although we have no information about the role of mucins in the fly’s adult tracheal system, it appears that it resembles more features of the mammalian airway system than the larval tracheal system. Interestingly, the two most specific and abundant mucins, *Muc68D* and *Mur29B* take similar roles in the *Drosophila* intestine [48], where *Muc68D* was tightly associated with cystic fibrosis-like phenotype in this organ [48].

The expression of genes coding for metabolically relevant genes, which affect carbohydrate and lipid metabolism, also differed between larval and adult trachea. Among them, the increased expression of the two sugar transporters, *Tret1-1* and *Tret1-2,* is relevant [49,50]. The different members of the maltase family stand out, although their functional significance is still not understood. In the intestine, their expression depends on the composition of the diet [51]. Also elevated are genes coding for regulators such as *Tobi*, *Amy-d*, and *Amy-p*. These results imply that carbohydrate metabolism is more important in the adult trachea than in the larval trachea [52]. Concerning lipid metabolism, it is notable that two central genes involved in lipid catabolism, Brummer (*bmm*) and *Lip4*, are more abundant in the adult trachea [53,54], whereas *Lip1* appears to be specific to the larval trachea. The observation that *Tobi* and *Lip4* are predominantly expressed in adult trachea implies that changes in insulin signaling between adult and larval trachea are part of the differential transcription observed between both tissues [55].

Another aspect that deserves discussion is the difference concerning those genes whose products are responsible for the assembly of the chitinous structures of the trachea. Almost all gene families associated with these structures are affected by these differences. This observation is true for the enzymes that digest the extracellular matrix and thus enable growth processes, but also for the most diverse structure-giving proteins. Striking is the expression of the *Lcp* and *Ccp* genes, which is restricted to larvae. On the other hand, some chitinases and members of the *ldgf* family are more abundant in the adult tracheal system. This switch from the larval to the adult tracheal system is particularly striking for the largest of these families, the *Cpr* genes. Here, we have members that are almost exclusive to larvae; others are exclusive to adults. These differences may have several causes. The larval tracheal system is fully functional but still developing, whereas the adult tracheae are fully grown. In addition, the structures in adults are much more complex because elements are present there, such as the air sacs, that are not part of the larval tracheal system. Different autofluorescent properties in larval and adult trachea may reflect these differences. While 408/460 fluorescence is observed in both adults and larvae, 488/516 fluorescence appears to be restricted to adults. In addition, the differences between larval and adult trachea may also have other reasons. For example, larvae and adults have different ecological niches, which are also characterized by different oxygen concentrations. In addition, however, it should also be noted that adult flies actually fly and thus use what is probably the most energy-intensive form of locomotion [56].

The main components of the *Drosophila* circadian clock are all overrepresented in the adult tracheal system. This observation is true for all relevant circadian clock genes, including *per*, *tim*, *cry*, and *Clk*. Here, the two core components of the clock, *per*, and *tim*, are expressed several orders of magnitude higher in the adult trachea, implying that the adult trachea contains a peripheral clock that allows adjusting the performance of the respiratory system to the different needs during the day. However, the presence of a peripheral clock in the adult trachea has not been shown yet. Several organs of *Drosophila* contain a peripheral clock, including the intestine, the prothoracic gland, the malpighian tubules, and different sensory organs [57,58,59]. A peripheral circadian clock in the adult tracheal system would not be surprising simply because the adult respiratory system might benefit from circadian adjustments in its performance. In addition, peripheral clocks are operative in the mammalian lung [60,61].

Finally, it is necessary to discuss some technical aspects, advantages, disadvantages, and limitations of the study. The small amount of material that results from a clean, meaning low-contamination, preparation of adult trachea required the use of an amplification protocol. Here, we employed a whole cDNA amplification approach based on earlier work in the lab and on the smart-seq2 approach [62,63,64]. This approach certainly has advantages and disadvantages compared to single-cell sequencing. The latter has invaluable advantages with respect to cellular resolution. Our preferred approach does not provide a cellular resolution, but on the other hand, (1) gives us information about the specific transcript signatures of the whole organ and (2) has a much greater sequencing depth, allowing in-depth transcript analyses. Moreover, it must be kept in mind that, to date, no well-suited driver line that specifically targets the adult trachea is available. Even the canonical tracheal driver misses important regions of the adult trachea, including major branches in the thorax and the abdomen. The expression pattern of the other drivers tested, *emp-Gal4* and *flz-Gal4*, partially complements this, which must be kept in mind in studies aiming to target the entire adult tracheal system.

Concludingly these novel datasets should aid the further analyses of insect adult tracheal systems in general as they represent a superb resource and starting point for in-depth analyses aiming to understand the molecular and cellular basis of tracheal functionality.

## 4. Materials and Methods

### 4.1. Fly Stocks and Husbandry

Fly stocks were raised and cultured at 25 °C with 50–60% relative humidity in a 12:12 h day and night rhythm. For transcriptomic analyses, either *w^1118^* (BDSC #5905) female flies (5–7 days old) or 3rd instar larvae of mixed sex were used for dissection of the corresponding trachea. The *Btl-Gal4*, *UAS-GFP* fly line was a kind gift from the Maria Leptin Group (EMBL, Heidelberg, Germany). The *Tim-GFP* line was a kind gift from Philip Karpowicz (University of Windsor, Windsor, ON, Canada). The *emp*- (BDSC #66904), *flz*- (BDSC #67456), *geko*- (BDSC #66833), *ex*- (BDSC #76170), *Samuel-Gal4* (BDSC #76173), *Drs-GFP* (BDSC #55707) and *UAS-GFP* (BDSC #52262) flies were obtained from Bloomington *Drosophila* Stock Center.

### 4.2. Immunohistochemistry and Fluorescence Microscopy

The reporter line for Tim expression was stained with a primary α-GFP antibody from a mouse (DSHB, Iowa City, USA, 8H11) and a goat α-mouse antibody conjugated with Alexa Fluor 488 (Jackson ImmunoResearch, Cambridgeshire, UK, 115-545-062). Sagittal sections of the whole flies were stained with GFP Booster (ChromoTek, Martinsried, Germany, Catalogue number: gb2AF488), because the native GFP fluorescence was impaired during the fixation procedure. Antibody staining of larval and adult tracheae was visualized by an AxioImager Z1 equipped with an Apotome (Carl Zeiss Microscopy, Oberkochen, Germany) and with a Zeiss LSM880 (Carl Zeiss Microscopy, Oberkochen, Germany). To visualize the adult tracheal system, we have utilized the autofluorescence properties of tracheal epithelial cells. Head and thoracic tracheal cells were excited with 405 nm, and detection was conducted at 460 nm. The abdominal tracheal structures were excited with 488 nm and detected with a 516 nm laser. Emitted light was detected using the LSM 880 Airyscan detector with a 458/561 main beam splitter (Carl Zeiss Microscopy, Oberkochen, Germany). Airyscan processed images were selected for maximum intensity projection and digitally stitched together.

### 4.3. Dissection of Tracheae

Adult tracheae were dissected from five to seven-day-old adult flies. Dissection took place in phosphate-buffered saline by holding the flies with forceps (Dumont No. 5, Neolab, Heidelberg, Germany). Trachea were manually dissected by opening the carcass and removing as much as possible of the tracheal tissue from the head, thorax, and abdomen of three animals per replicate. Tracheal tissue can be easily distinguished from the remaining tissue by the white shiny color. The trachea were released from the forceps into the buffer. Due to buoyancy, the larger air sacs tend to float up. All tracheal parts were removed from the dissection buffer by careful pipetting. Excess buffer was removed with caution before up and down pipetting in RNA Magic. Larval tracheae were dissected from three animals per replicate. Here, we used mid-stage L3 larvae (prior to becoming late L3, wandering larvae). For material from whole flies, three whole flies were used. The dissected tissue and whole animals were suspended in RNA Magic (Bio Budget, Krefeld, Germany) and homogenized in a bead mill using 1.4 mm zirconia beads (Biolabproducts, Bebensee, Germany).

### 4.4. RNA Extraction, cDNA Synthesis and PCR Amplification

RNA isolation was performed using the Trizol method, as described before [25]. RNA concentration from whole animals was measured and diluted to 1.5 ng/µL before use to ensure equality for further processing of all samples. The cDNA synthesis and amplification of entire cDNAs was essentially performed as described earlier with slight modifications adjusted to a 10 µL reaction volume [62,63,65,66]. An oligo dT primer and a cap finder primer that binds the 5′-cap of mRNA were used. With this cDNA synthesis, every single transcript carried a tag and could be amplified with one universal primer, independent of the sequence or length of the fragment. For amplification, LA Taq polymerase (Takara Bio Inc., Saint-Germain-en-Laye, France) was used with 2.5 µL cDNA per 35 µL amplification reaction. After optimization of the cycling protocol to ensure being always in the exponential phase of amplification, the corresponding parameters were used. Cycling conditions were set up as follows: 94 °C 1 min, 98 °C 10 s, 68 °C 5 min, 72 °C 10 min. Steps two and three were cycled for the previously determined number of cycles. Excessive primers, nucleotides, salts, and enzymes were removed with Monarch PCR & DNA cleanup Kit (New England Biolabs GmbH, Frankfurt, Germany) by following the manufacturer’s protocol. DNA concentrations were determined in a Qubit using the high-sensitivity dsDNA kit (ThermoFisher, Karlsruhe, Germany). Statistical significance in qRT-PCR was evaluated by Mann-Whitney Test.

### 4.5. Transcriptomic Analyses

Library preparation was performed using a protocol adapted from Picelli et al. 2014. The samples were equimolar pooled and quantified (with Agilent Bioanalyzer, DNA 7500). Sequencing was performed on the NextSeq 500 (Illumina, Berlin, Germany) using the High Output Kit v2.5 (75 cycles). The statistical model uses a separate Generalized Linear Model (GLM) for each gene, assuming that the read counts follow a Negative Binominal distribution. Differential expression was tested due to group and compared against a control group (Wald Test). Whether genes are differentially expressed was indicated with asterisks in the graphs that compare RPKM values.

Differential expression of sequencing data was performed with the CLC genomic workbench software (Qiagen, Hilden, Germany). In brief, reads were normalized and mapped to the BDGP6 reference by the RNA-Seq Analysis tool. Differential expression was calculated with the Differential Expression for RNA-Seq tool. The GO analysis was conducted by using the g:Profiler tool. These GOs were clustered using the Cytoscape software, employing Enrichment Map and Auto Annotate plug-ins.

### 4.6. Synchrotron-Radiation Based X-ray Computed Micro-Tomography

Flies were imaged using synchrotron radiation-based micro-computed tomography (SRµCT) at the Imaging Beamline P05 (IBL) [67] operated by the Helmholtz-Zentrum Hereon at the storage ring PETRA III (Deutsches Elektronen Synchrotron–DESY, Hamburg, Germany). A photon energy of 30 keV and a sample-to-detector distance of 100 mm has been used for imaging. Projections were recorded using a commercial 50 MP CMOS camera system with an effective pixel size of 0.46 µm. For each tomographic scan, 1501 projections at equal intervals between 0 and π were recorded. Tomographic reconstruction was conducted by applying a transport of intensity phase retrieval approach and using the filtered back projection algorithm (FBP) implemented in a custom reconstruction pipeline [68] using Matlab (Math-Works) and the Astra Toolbox [69]. For further processing, raw projections were binned two times, resulting in an effective pixel size of the reconstructed volume of 0.92 µm.

## Figures and Tables

**Figure 1:**
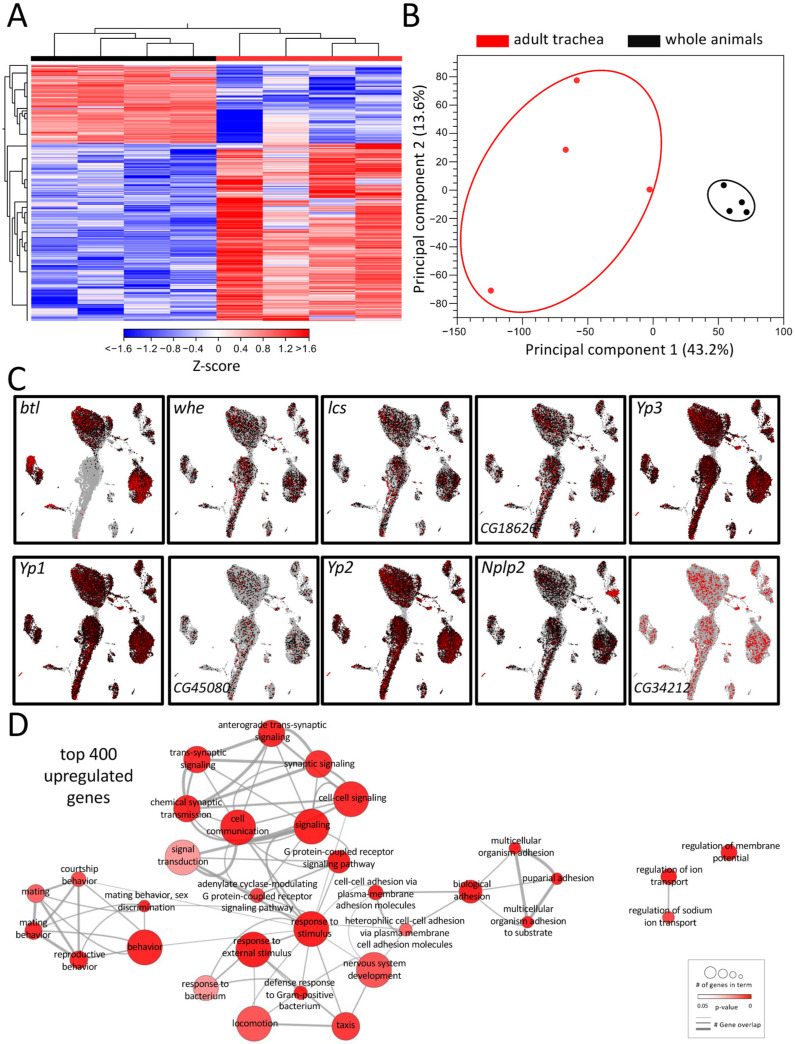
Transcriptomic analyses of adult respiratory epithelia compared to whole flies. (**A**) Heatmap of all differentially expressed genes (DEGs) between adult trachea (red) and whole flies (black). DEG cutoff: fold-change > 1.5. (**B**) PCA of all replicates from adult trachea and whole flies. Circles were added manually. (**C**) Transcript plots of selected genes showing high abundances in the RNAseq experiments based on the *Drosophila* single-cell atlas https://scope.aertslab.org/#/FlyCellAtlas/FlyCellAtlas%2Fs_fca_biohub_trachea_10x_ss2.loom/gene, accessed 12 December 2022 [28]. (**D**) GO analysis with the top 400 upregulated DEGs with a cutoff value of FDR < 0.05. Node size represents the number of associated genes in the GO term. The node color represents the *p*-value. Edge appearance represents the number of shared genes between the GO terms.

**Figure 2:**
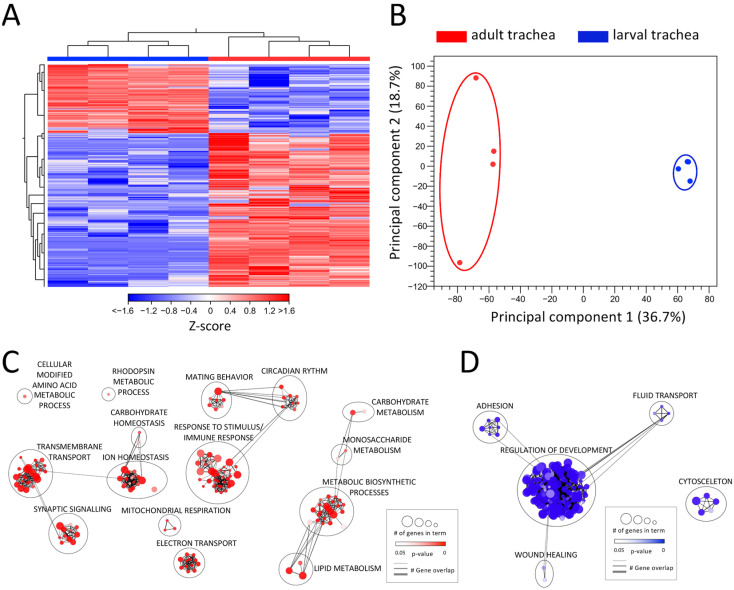
Comparing the transcriptomic signatures of adult and larval trachea. (**A**) Heatmap of all DEGs between adult tracheal (red) and larval trachea (blue). (**B**) PCA of all replicates from adult trachea and larval trachea. Circles were added manually. (**C**,**D**) GO analysis with the upregulated (**C**) and downregulated (**D**) DEGs with a cutoff value of FDR < 0.05. Node size represents the number of associated genes in the GO term. The node color represents the *p*-value. Edge appearance represents the number of shared genes between the GO terms.

**Figure 3:**
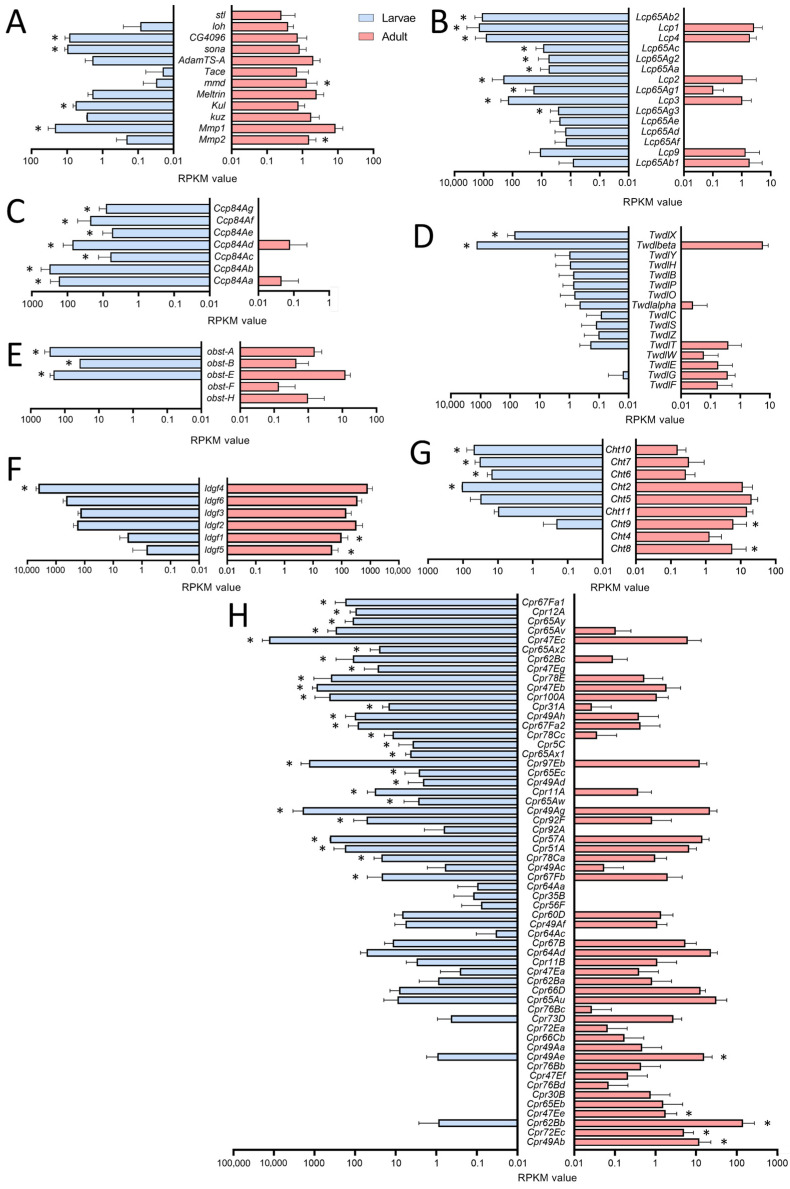
Cuticle-, chitin- and ECM-associated genes in larval and adult trachea. (**A**–**H**) Bar charts showing the Reads per kilobase of transcript per million mapped reads (RPKM) values compared between larval (blue) and adult trachea (red). In (**A**), genes coding for metalloproteinase; in (**B**), those coding for Larval Cuticle Proteins (*Lcp*); and in (**C**), those of the *Ccp* family are shown. (**D**) shows members of the Tweedle (*Twdl*) family, (**E**) those of the obstructor (*obst*) group, (**F**) members of the imaginal disc growth factor (*ldgf*) family, (**G**) those of the Chitinase (*Cht*) family, and (**H**) members of the cuticular protein (*Cpr*) group. Asterisks indicate a differential gene expression based on the RNA-Seq analysis. Bars show mean with SD, n = 4.

**Figure 4:**
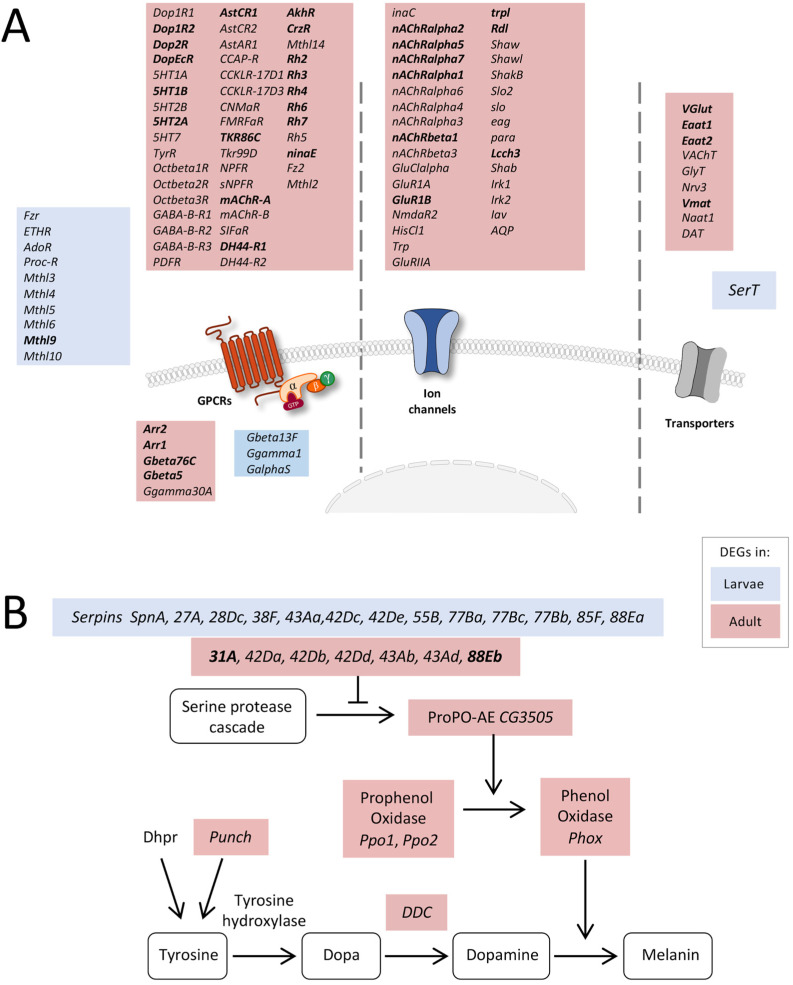
Expression of receptor-, transporter-, and transmembrane channel-coding genes. (**A**) Schematic overview of differentially expressed genes coding for proteins involved in signal transduction in adult and larval trachea. Receptors, channels, and transporters labeled in red represent the upregulation of the corresponding DEGs in adult tracheal cells, whereas blue-labeled ones represent upregulation in the larval system. (**B**) Scheme of components involved in the melanization process of larval and adult tracheal cells. Shown are all components of the melanization response in *Drosophila* and genes coding for corresponding components that were significantly upregulated either in larval (blue) or adult (red) trachea. Based on DEG with an FDR cutoff value of *p* < 0.05. DEG with a fold change >100 are emphasized in bold.

**Figure 5:**
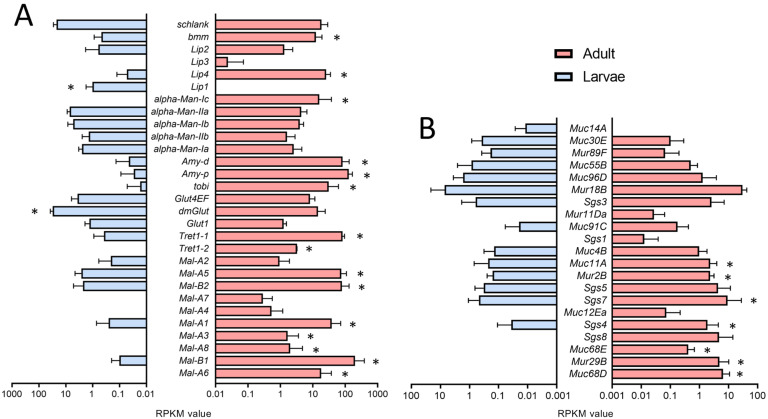
Expression of genes associated with metabolism and production of mucin-like products. (**A**,**B**) Bar charts showing the RPKM values compared between larval (blue) and adult trachea (red). Expression levels of genes that are associated with lipid metabolism (**A**) and *Muc*, *Mur,* and *Sgs* genes (**B**) that are differentially transcribed between larvae (blue) and adults (red). Asterisks indicate a differential gene expression based on the RNA-Seq analysis. Bars show mean with SD, n = 4.

**Figure 6:**
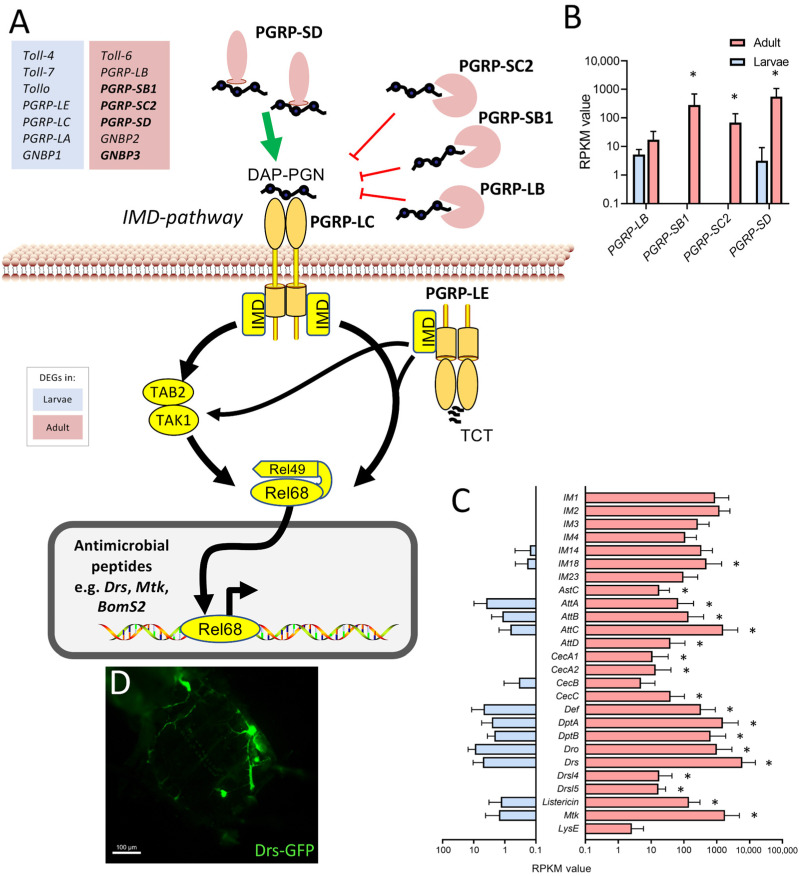
Components of the immune system expressed at higher levels in the adult trachea. (**A**) Schematic overview of the extra- and intracellular components of the IMD pathway. (**B**) RPKM expression values of different PGRPs compared between larval (blue) and adult trachea (red). (**C**) RPKM expression values of different antimicrobial molecules compared between larval and adult trachea. Asterisks indicate a differential gene expression based on the RNA-Seq analysis. Bars show mean with SD, n = 4. (**D**) *Drs*-GFP expression in the trachea of the adult abdomen.

**Figure 7:**
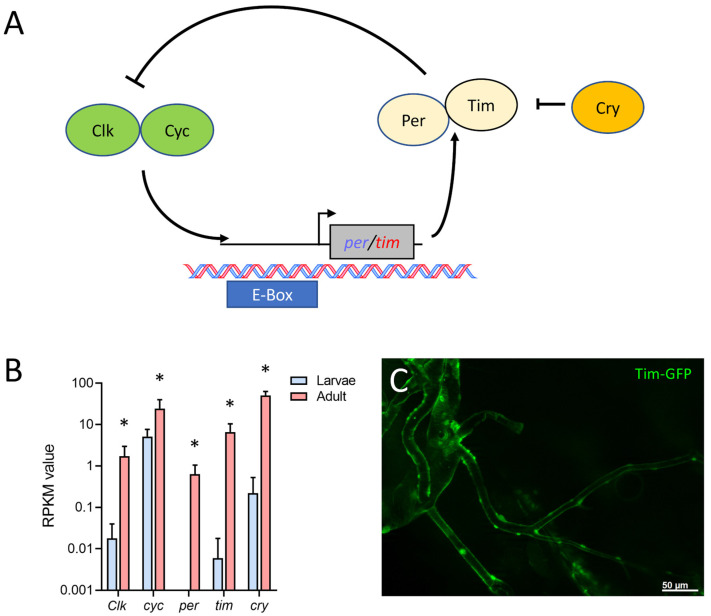
Adult tracheal cells express core components of the circadian clock. (**A**) Schematic overview of the circadian clock in *Drosophila*. (**B**) Normalized read count (RPKM) values of clock coding genes for *Clock* (*Clk*), *cycle* (*cyc*), *period* (*per*), *timeless* (*tim*) and *cryptochrome* (*cry*). Bars show mean with SD, n = 4. Asterisks indicate a differential gene expression based on the RNA-Seq analysis. (**C**) Microscopic confirmation of in vivo Tim expression in abdominal adult trachea.

**Figure 8:**
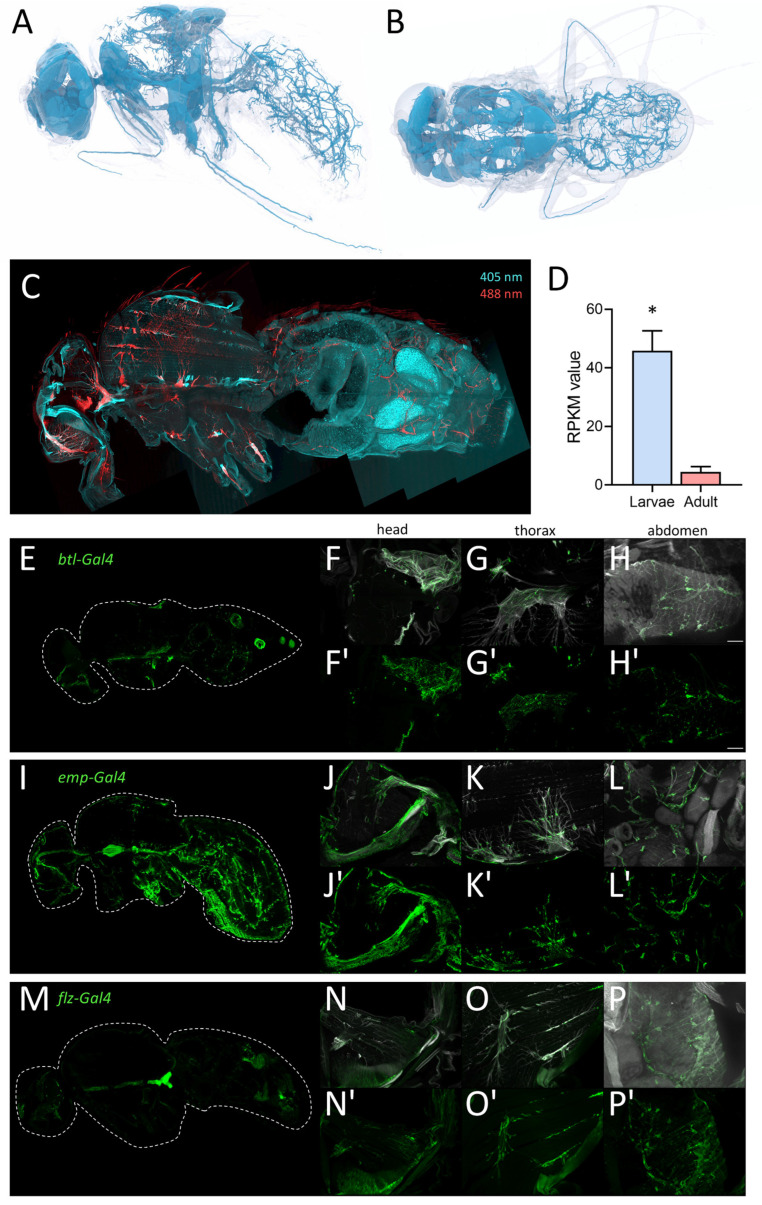
Morphology of the tracheal system in adult animals. (**A**,**B**) Structure of the tracheal system of adult flies as evaluated by micro-CT analysis, lateral (**A**) and dorsal view (**B**). To visualize tracheal structures in adults, we also employed autofluorescence (**C**). Here, longitudinal sections were analyzed with a confocal laser scanning microscope. The tracheal cells were excited by 405 nm (cyan; detection 460 nm) and 488 nm (red, detection 516 nm) lasers and detected for corresponding autofluorescence of the trachea in the head, thorax, and abdomen (**C**). (**D**) RPKM values of larval (blue) and adult (red) trachea for the canonical trachea driver gene *btl*. Asterisk indicates a differential gene expression based on the RNA-Seq analysis. (**E**–**P’**) Expression of tracheal specific Gal4 driver lines in whole fly, head, thorax, and abdomen. Sagittal sections of *btl-Gal4* (**E**–**H’**), *emp-Gal4* (**I**–**L’**) and *flz-Gal4* (**M**–**P’**) crossed to *UAS-GFP* were stained with an anti-GFP nanobody. Tracheal air sacs and branches were simultaneously visualized with UV light (white; **F**–**H**, **J**–**L**, **N**–**P**). Detailed magnification of the head (**F**,**F’**,**J**,**J’**,**N**,**N’**), thorax (**G**,**G’**,**K**,**K’**,**O**,**O’**) and abdomen (**H**,**H’**,**L**,**L’**,**P**,**P’**) are shown. Scale = 50 µm.

## Data Availability

Primary data of this study have been deposited at the GEO database: GSE225000.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24065628/s1.

How the deposited data were processed for this re-analysis (not part of the article)

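RNA was measured in 12 libraries, 4 each of hand-dissected adult tracheae, hand-dissected larval tracheae and whole adult flies. The adults were w1118 females 5 to 7 days old and the larvae 3rd instar animals of both sexes, with 3 animals pooled per library. The groups were taken from the sample titles. A further name that each file carries, whose meaning is not given in the sources used here, holds letters that can be read as another group (LT for adult tracheae, A for larval tracheae and AT for whole adults). Marker genes were therefore checked against the titles. Under these titles *Lcp65Ab2* was at 1139 RPKM in larval tracheae with 0 reads in adult ones, *btl* at 45.9 RPKM in larval tracheae, 4.42 in adult tracheae and 0.356 in whole flies, and *Cp15* at 0.473, 1988 and 3337. The authors synthesized cDNA with oligo(dT) and a cap finder primer, amplified it by PCR, sequenced it on a NextSeq 500 and mapped the reads to BDGP6 in the CLC Genomics Workbench. The paper's text does not give the version of that program. The deposited counts are raw reads per gene, which the authors obtained in the same program and did not normalize. They are given as total and as uniquely mapped reads over the gene, its exons and its introns, and gene reads equal exon plus intron reads. The deposited RPKM values were computed by the authors in that program from the total exon reads, scaled to the exon length in kilobases and to the total gene reads of the library. The deposited TPM values, which the authors computed in the same program, were not used. The units were checked on the values of each file. Gene positions are those of the files, on BDGP6. Of 17697 genes in the files, 14072 had their symbol in the Ensembl annotation of that build, 3511 more were matched by position only and 114 were not matched. The gene list entries CG5621, fga and desatF were not found in the files.

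Total gene reads per library were 5139980 to 14962142 in adult tracheae, 5017919 to 8169848 in larval tracheae and 5397732 to 9880844 in whole flies. The floor of 3 reads in a library stands at 0.201 to 0.584 CPM (reads scaled to library size) in adult tracheae, 0.367 to 0.598 in larval tracheae and 0.304 to 0.556 in whole flies, and lower levels were not resolved. Uniquely mapped reads made up 87.4 to 92.0% of the gene reads of a library. TMM factors ran from 0.697 (adult trachea replicate 3) to 1.19 (replicate 2) in adult tracheae.

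Differential expression was tested in R 4.3.3 with edgeR 4.0.16 on the total gene reads, with TMM normalization, estimated dispersions and the quasi-likelihood F-test. Each comparison was fitted to its own 8 libraries: adult tracheae against whole flies, adult against larval tracheae, and larval tracheae against whole flies. Genes with at least 10 reads in at least 2 of the 8 libraries were tested. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05 and a fold change above 1.5. Principal components were computed from centred log2 CPM with a prior count of 2, and the scores were compared by an exact permutation test over 70 splits. The 56 gene lists of families, pathways and cell types were tested with camera (limma 3.58.1) on voom values, with a preset correlation between genes of 0.01 and with an estimated one, and with fry. For each list the members called were counted, over all genes tested and adjusted over the list alone. Means and SDs of RPKM are over the 4 libraries of a group. The computations ran in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

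The groups, comparisons, tests, gene lists, the rule for naming genes and most alternatives were set before the data were examined. These alternatives were DESeq2 1.42.0 with its Wald test, RLE size factors, library sizes without the 20 highest genes, filterByExpr, no filter on low counts, all 3 groups in 1 fit, glmTreat against a fold of 1.5, adjusted p alone, the replicate number as a block and uniquely mapped gene reads. Further ones were limma on log2(RPKM + 0.1) over genes with an RPKM of at least 0.5 in at least 2 libraries, the same with a pseudocount of 1 or without a filter, and leaving out each library in turn. The limma fits took no TMM factors. For the principal components they were log2(RPKM + 0.1), the 500 most variable genes and scaling of each gene to unit variance. A further 3 alternatives were chosen after seeing the data: total exon reads, an offset for exon length, and leaving out adult trachea replicates 3 and 4 together. The length offset was a lowess trend of each library's log2 CPM deviations on log10 exon length.

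Genes are named by a rule. It covers every gene that the results section of the paper names for the RNA-seq data, and the 10 largest increases and the 10 largest decreases per comparison. These were taken among the genes called with no overlap between the 2 groups in CPM and a mean RPKM of at least 10 in the higher group. It also covers the 4 tested members of each list with the lowest adjusted p, all members that the paper names, and the 10 genes with the highest mean RPKM in each group. The values in Tables S1 and S2 of the paper were seen before the rule was written. Family members named outside the rule were chosen after their values were seen. The text does not name every gene that the rule selects, and 1 of them is also left out of the counts of named genes.

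The code was tested on simulated data with 50 genes changed at each of 4 fold changes. The changed genes were drawn only from genes with many reads, so recovery for genes with few reads was not measured. Far fewer genes changed in the simulations than were called in the real comparisons. The adjusted threshold was therefore stricter in the simulations, and their recovery rates do not carry over to the real tests. With libraries like those of adult tracheae and whole flies, and 9869 genes, edgeR recovered 1 gene of 50 at a fold of 2, 16 at 4, 33 at 8 and 40 at 16, with 5 false calls. With libraries like those of adult and larval tracheae, and 9851 genes, it recovered 1, 13, 30 and 37, with 2 false calls. With libraries like those of larval tracheae and whole flies, and 9574 genes, it recovered 3, 27, 42 and 44, with 7 false calls. Library numbers did not pair the libraries of different groups. Correlations of the deviations from the group means between libraries of the same number ran from -0.0893 to 0.0344. Gene ontology enrichment, microscopy and experiments with driver lines were not analysed here, nor were the raw reads.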

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

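The test of whole-fly RNA in adult trachea replicate 4 was chosen only after the result was seen. Of 299 groups of 4 libraries examined, each for a gene or for the mean of a gene list, 13 (4.35%) held a library whose gap to the nearest other was too large a part of the whole range (above Dixon's 95% critical value), and chance gives about 1 in 20.

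Larval trachea replicate 3 stood far from the other 3 libraries in tracheal epithelium markers, with a mean log2(RPKM + 0.1) of 4.66. It also stood apart in *Nplp2*, at 222 RPKM where the others held 83.6, 97.9 and 91.7, and in *TwdlX*, at 0.875 RPKM against 107, 79.0 and 105. Larval trachea replicate 2 stood apart in the obstructor genes, with a mean of 0.64 on the same log2 scale, in photoreceptor markers, with a mean of -1.64, and in *CG3505*, at 51.6 RPKM against 15.9, 18.5 and 18.9. Among whole flies, replicate 2 stood apart in testis markers, with a mean of -2.81, and replicate 4 in *lcs*, at 3657 RPKM against 1882, 1701 and 1735. Whole-fly replicate 3 stood apart in *PPO1*, at 10.2 RPKM against 6.66, 6.80 and 6.61, and whole-fly replicate 1 in *Drs*, at 1797 RPKM against 1129, 1202 and 1217. No explanation was tested for these values.

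Adult trachea replicate 3 stood apart in ribosomal protein genes, with a mean log2(RPKM + 0.1) of 8.38. Adult trachea replicate 4 stood apart in *Amy-p*, at 75.0 RPKM against 153, 150.1 and 137, and in *Tret1-1*, at 64.2 RPKM against 87.4, 87.3 and 91.6.

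Adult trachea replicates 3 and 4 stood apart from replicates 1 and 2, in opposite ways, in their median log2 CPM correlation with whole flies (0.730, 0.719, 0.590 and 0.824 for replicates 1 to 4), and the median ratio of genes of other organs to whole flies in these 4 libraries was 0.106, 0.00148, 0.00562 and 0.259 over 13 egg shell genes and 0.0424, 0.0566, 0.297 and 0.196 over 15 midgut markers. Without the 20 most abundant genes, the median correlation of replicate 3 with the other adult libraries was 0.808 over 10616 genes. This was below the lowest among the other 3 (0.848) by more than the margin of 0.02. The test cannot exclude that a few abundant genes set replicate 3 apart, because dropping 20 genes changes such a correlation little. With them, on TMM-scaled values, it was 0.802, and the 20 highest genes took 48.4% of the reads of replicate 3. Whole-fly RNA mixed into replicate 4 is a candidate explanation for that library, because the egg shell and midgut ratios there lay within 2 times of each other (1.32), but *Cp15* stood at 7386 RPKM, above each whole-fly library (4435, 3759, 2314 and 2839), while *alphaTry* stood at 3268 and at 23369 to 28281. Of the midgut markers 3 of 18 are held by another list and 8 had a larval tracheal RPKM of at least 0.5, and of the 24 ovary and eggshell genes 0 and 2. Ovary and gut tissue left in the dissection would raise the same genes and was not tested separately, and no biological explanation was tested.

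The paper did not compare larval tracheae with whole flies. In that comparison 5011 of 9944 genes were called with edgeR (adjusted p under 0.05 and fold above 1.5), 2276 higher and 2735 lower in larval tracheae, and for 4902 genes (49.3%) the 2 groups did not overlap in CPM, where chance gives 2.86%. Stage, sex and tissue all differ between these groups, and no explanation was tested.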

How the results depend on the processing

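The offset for exon length, the total exon reads and the removal of adult trachea replicates 3 and 4 together were chosen only after the results were seen, and the other alternatives were not. Genes that an alternative's filter removed have no value there.

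Between adult tracheae and whole flies, the 2538 genes called with edgeR became 2626 with RLE size factors (2517 of the 2538 among them), 2537 without the 20 highest genes in the library sizes (2536), 2375 with filterByExpr (2325), 2469 without a filter, 2263 on uniquely mapped reads, 2700 with all 3 groups in 1 fit (2245) and 2538 by adjusted p alone. DESeq2 called 3677 genes, 2302 higher and 1375 lower, with 2512 (99.0%) of the calls above among them. The glmTreat test against a fold of 1.5, which is stricter by construction, left 1664, with 1278 higher and 386 lower. The split by direction turned with limma, which was run on RPKM, from exon reads, and on other gene sets: it called 2934 genes on log2(RPKM + 0.1), 1085 higher and 1849 lower, 3125 on log2(RPKM + 1), 1098 higher and 2027 lower, and 2656 without a filter, 1053 higher and 1603 lower, and shared 1778, 1792 and 1729 calls with edgeR. Total exon reads gave 2323 (1594 and 729), the length offset 2353 (1257 and 1096; 1836 shared) and the fit without adult trachea replicates 3 and 4 gave 2770 (1342 and 1428; 1947 shared). The limma fits took no TMM factors. Over all 12 libraries these ran from 0.697 to 1.19 in adult tracheae and from 1.19 to 1.27 in whole flies. Leaving them out lowers the fold changes of adult tracheae over whole flies. How much of the change under limma this covers was not tested. The cause was also not tested for the changes under DESeq2 and the removal of both libraries.

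Leave-one-out fits of this comparison called 1329 to 3493 genes, 982 to 2029 higher and 347 to 1464 lower. With a library of adult trachea left out in turn, replicates 1 to 4, the totals were 1933, 1522, 1885 and 3493, with 1403, 1109, 1221 and 2029 higher and 530, 413, 664 and 1464 lower. With a library of whole flies left out, replicates 1 to 4, they were 1854, 1329, 1358 and 1807, with 1375, 982, 1010 and 1275 higher and 479, 347, 348 and 532 lower. The highest count came without adult trachea replicate 4 although fewer libraries were fitted, and the cause was not tested.

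Between adult and larval tracheae the 2787 calls were 2784 with RLE, 2794 without the 20 highest genes, 3327 with DESeq2, 2419 with filterByExpr, 2689 without a filter, 3059 with all 3 groups in 1 fit, 2350 with glmTreat, 2496 on unique reads, 2915, 2802 and 2889 with the 3 forms of limma, 2791 on exon reads and 2266 without both adult libraries. Leave-one-out fits gave 2223 (without larval trachea replicate 1) to 2713 (without adult trachea replicate 4). With the length offset 3298 genes were called, and those lower in adult tracheae rose from 925 to 1546; the cause was not tested. Between larval tracheae and whole flies the 5011 calls ran from 4072 (glmTreat) to 5806 (limma on log2(RPKM + 1)), and leave-one-out fits from 4260 (without whole-fly replicate 2) to 4677 (without larval trachea replicate 3). Genes lower in larval tracheae rose from 2735 to 4177, 4212 and 4130 with limma on log2(RPKM + 0.1), on log2(RPKM + 1) and without a filter. The TMM factors, which limma did not take, ran from 0.827 to 0.874 in larval tracheae and from 1.19 to 1.27 in whole flies. Leaving them out lowers the fold changes of larval tracheae over whole flies, and how much of the rise this covers was not tested. Of 35 splits of each set of 8 libraries, 4 against 4, 1 gave as many calls as the real split, the real split itself, and the highest other count was 0 for each of the real counts of 2538, 2787 and 5011. Every other split mixes the 2 groups, so their difference adds to the spread on each side and holds the calls down. This comparison therefore cannot exclude chance.

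The replicate number as a block gave 1552 calls between adult tracheae and whole flies, 1073 higher and 479 lower, with 1490 (58.7%) of the 2538 among them, 2249 between adult and larval tracheae and 4279 between larval tracheae and whole flies. The block takes 3 degrees of freedom from each fit, and the numbers did not pair the libraries.

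The median log2 fold change over all tested genes was 0.13 for adult tracheae against whole flies, 0.16 for adult against larval tracheae and -0.24 for larval tracheae against whole flies. With limma on log2(RPKM + 0.1) it was -0.37, 0.17 and -0.87, and with the length offset -0.09, -0.12 and 0.02. Fold changes rose with exon length in the comparisons with whole flies (Spearman 0.30 and 0.34) and fell with it between the tracheae (-0.13). Among the 389 named genes tested between adult tracheae and whole flies, 388 had the same direction and side of the threshold with RLE, 347 with DESeq2, 357 with glmTreat, 370 on exon reads, 340 with the length offset, 295 with limma on log2(RPKM + 0.1), 316 without both adult libraries and 315 to 356 in leave-one-out fits. Of 400 between adult and larval tracheae the numbers were 397, 372, 387, 382, 369, 364, 338 and 363 to 376.

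Some genes changed direction. The length offset removes a trend with exon length by construction. In the comparisons with whole flies it therefore lowers the fold changes of long genes and raises those of short ones. For the changes of *Rel* and *Hsp70Bbb* the cause was not tested. Between adult tracheae and whole flies, *Rel* went from 1.95 to -0.55 on uniquely mapped reads. With the length offset *Dop1R1* went from 0.77 to -0.97, *ftz-f1* from 1.45 to -0.12, *sls* from 2.23 to -0.64 and *unc-13* from 1.78 to -0.52. Between adult and larval tracheae, *Dop1R1* went from -0.68 to 2.31 with limma on log2(RPKM + 0.1), with or without a filter, and to 5.08 on exon reads, and *Hsp70Bbb* from -0.66 to 7.16 without larval trachea replicate 3, within a leave-one-out range of -1.19 to 7.16. Neither gene was called there by edgeR with all libraries. Introns held 90.4% of the adult and 99.8% of the larval gene reads of *Dop1R1*, which exon reads and RPKM leave out. Between larval tracheae and whole flies, the length offset moved *dl* from 1.15 to -0.10, *Dop1R1* from 1.55 to -0.27, *mmd* from 0.27 to -1.08, *ND-MLRQ* from -1.55 to 0.019, *RpL23* from -0.36 to 1.18, *RpL24-like* from -0.67 to 0.56, *RpL27A* from -0.52 to 0.87, *RpL41* from -0.87 to 1.36, *sls* from 1.68 to -1.52, *Spn43Ab* from -0.71 to 0.13, *unc-13* from 2.12 to -0.068, *UQCR-14* from -1.26 to 0.34 and *UQCR-Q* from -0.36 to 0.77.

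In list tests, camera with a preset correlation passed 29 of 52 lists between adult tracheae and whole flies, 32 of 53 between adult and larval tracheae and 26 of 52 between larval tracheae and whole flies. With an estimated correlation it passed 0, 0 and 0, where 6, 9 and 17 lists had an unadjusted p under 0.05, and fry passed 30, 33 and 47. The cause was not tested. Leave-one-out ranges with the preset correlation were 28 to 31, 31 to 36 and 25 to 27. On the first principal component the 2 groups of each comparison did not overlap in any setting run, and it held 46.3 to 67.4% of the variance for adult tracheae and whole flies, 40.2 to 88.8% for adult and larval tracheae and 53.9 to 94.1% for larval tracheae and whole flies. The permutation p was at its smallest possible value in each setting and says nothing about stability.

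Depth limits the genes with few reads. In the libraries here 3 reads stand at 0.201 to 0.598 CPM. In simulated data 33 of 50 genes were recovered at a fold of 8 and 1 of 50 at a fold of 2 between adult tracheae and whole flies. The changed genes there were drawn only from genes with many reads, so this recovery does not measure the effect of depth. They were also far fewer than the genes called in the real comparisons, which made the adjusted threshold stricter. The recovery therefore does not give the power of the real tests.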

Differences from the paper's values

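Among 93 values that the paper states for a measure computed here, 7 differed, each a log2 fold change. The alternatives set before the data were examined and the 3 chosen after the values were seen were set against each. Leaving out single libraries counts among the former.

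The paper gives 5.09 for *mmd* and 6.05 for *Clk* between adult tracheae and whole flies, and the values here were 1.91 and 2.88. None of the alternatives set before the data were examined came within the spread of the paper's values, and total exon reads, chosen after seeing the values, did (5.07 and 6.03). Introns held 63.6% of the adult tracheal, 97.6% of the larval and 95.5% of the whole-fly gene reads of *mmd*. For *Clk* they held 39.3% in adult tracheae and 92.6% in whole flies. The main fit counted these intron reads, which lowered both fold changes against those on exon reads. Between adult and larval tracheae the paper gives 5.54 for *mmd*, against 1.75 here, and again only total exon reads, chosen after seeing the values, reached it (5.60). On exon reads 399 of the 1999 genes that could be read from the paper's Table S1 and 296 of the 1999 from Table S2 were not called, against 374 and 369 on gene reads. The copies of these tables read here hold 1999 genes each, fewer than the paper calls, and of their genes 102 in Table S1 and 0 in Table S2 are lower in adult tracheae, so these numbers are nearly all from higher genes and do not rank the tools.

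For *Mmp2* the paper gives 2.82 between adult and larval tracheae, against 1.26 here. Limma on log2(RPKM + 0.1), with and without a filter, came within the spread (2.49), as did total exon reads, chosen after seeing the values (2.86; the dropped genes are those given above). For *bmm* the paper gives 4.55, against 3.75. The same 2 forms of limma (4.64), and of the alternatives chosen after seeing the values total exon reads (4.58) and the removal of adult trachea replicates 3 and 4 (4.14, with 740 and 815 of the genes of Tables S1 and S2 not called), came within the spread. For *Lip4* the paper gives 8.53, against 6.91, and for *tim* 9.63, against 6.75. *Lip4* came within the spread without larval trachea replicate 1 (8.19) and *tim* without larval trachea replicate 3 (9.62), and both on total exon reads, chosen after seeing the values (8.57 and 9.66). All other alternatives run still differed for these 4 genes. With limma on log2(RPKM + 0.1), 854 and 254 of the genes of Tables S1 and S2 were not called, and with DESeq2 113 and 187.

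The paper's own tables call 4 genes of its text higher in adult tracheae than in whole flies that edgeR did not call here. *Mmp1* (log2 fold change of 2.69, adjusted p = 0.0522) was called by DESeq2, without a filter, with all 3 groups in 1 fit, on unique reads, by limma on log2(RPKM + 1) and without adult trachea replicate 4 or whole-fly replicate 2, and after seeing the values on total exon reads and without both adult libraries. *PGRP-LA* (log2 fold change of 1.61, adjusted p = 0.0948) was called by DESeq2 and without adult trachea replicate 4 or whole-fly replicate 1. *Toll-7* (log2 fold change of 4.31, adjusted p = 0.0668) was called by DESeq2, with all 3 groups in 1 fit and without adult trachea replicate 4. *Clk* (adjusted p = 0.105) was called by DESeq2, by limma in its 3 forms and, after seeing the values, on total exon reads. Over all alternatives the adjusted p ran from 0.010 to 0.191 for *Mmp1*, from 0.0415 to 0.269 for *PGRP-LA*, from 0.00892 to 0.326 for *Toll-7* and from 0.0106 to 0.319 for *Clk*.

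Between adult and larval tracheae 3 genes of those tables were not called. *Mmp2* (adjusted p = 0.150) was called by limma in its 3 forms. *Cht9* (log2 fold change of 4.58, adjusted p = 0.0858) was called by DESeq2, with all 3 groups in 1 fit and without adult trachea replicate 4. *PPO1* (log2 fold change of 1.63, adjusted p = 0.0947) was called by DESeq2, by limma in its 3 forms, with the replicate number in the model and without larval trachea replicate 3. The adjusted p ran from 0.0275 to 0.395 for *Mmp2*, from 0.0217 to 0.168 for *Cht9* and from 0.0221 to 0.259 for *PPO1*.

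The paper states that all dopamine and serotonin receptors, the tyramine receptor *TyrR* and all beta receptors of octopamine were enriched in adult against larval tracheae. Over the whole list of biogenic amine receptors, 6 of 17 were called higher and 0 lower. The count ran from 5 to 8 higher over the alternatives. Not called were *Dop1R1* (log2 fold change of -0.68, adjusted p = 0.119), *TyrR* (log2 fold change of 0.87, adjusted p = 0.636), *Octbeta1R* (log2 fold change of 3.12, adjusted p = 0.0607) and others. *Dop1R1* was called higher by limma on log2(RPKM + 0.1) with and without a filter (2.31) and, after seeing the values, on exon reads (5.08), and lower with all 3 groups in 1 fit (-0.79) and without adult trachea replicate 3 (-0.91). Introns held 90.4% of its adult and 99.8% of its larval gene reads, so its negative values rest mostly on intron reads. *Octbeta1R* was called by DESeq2, without adult trachea replicate 4 and, after seeing the values, with the length offset. The paper states the same of all GABA-B receptors, and *GABA-B-R2* was not called (log2 fold change of 1.89, adjusted p = 0.439) except without larval trachea replicate 2 (7.97). Of ionotropic glutamate receptors, of which it calls almost all higher, 4 of 14 were called higher and 0 lower, with 0 to 6 higher over the alternatives and 2 without adult trachea replicate 2 or 3 or larval trachea replicate 1, 2 or 4. Of 10 nicotinic subunits, of which the paper calls almost all higher, 7 were called higher and 0 lower (9 higher when adjusted over the list alone, and 4 without adult trachea replicates 3 and 4).

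Other genes had the direction the paper states between adult and larval tracheae and did not pass with edgeR. The paper places *Ddc* and *Pu* among the genes higher in adult tracheae. *Pu* (log2 fold change of 0.23, adjusted p = 0.730) was not called in any setting, and *Ddc* (log2 fold change of 1.26, adjusted p = 0.313) was called without larval trachea replicate 2. *PGRP-LB* (log2 fold change of 1.56, adjusted p = 0.139), which it calls higher in the adult, was called without adult trachea replicate 4 and, after seeing the values, without both adult libraries. The paper calls *Mmp1*, *PGRP-LC*, *PGRP-LE*, *Toll-7* and *Tollo* higher in larvae. *Mmp1* (log2 fold change of -1.54, adjusted p = 0.0628) was called by DESeq2, with the replicate number in the model and without adult trachea replicate 1. *Toll-7* (log2 fold change of -1.96, adjusted p = 0.219) was called by limma in its 3 forms, with the replicate number in the model, without adult trachea replicate 3 and, after seeing the values, without both adult libraries. *PGRP-LC* (log2 fold change of -1.03, adjusted p = 0.0737) was called with all 3 groups in 1 fit and without adult trachea replicate 2. The length offset, chosen after seeing the values, called *Mmp1*, *PGRP-LC*, *PGRP-LE* (log2 fold change of -0.77, adjusted p = 0.167 without it) and *Tollo* (log2 fold change of -1.20, adjusted p = 0.0875 without it). Adjusted p over all alternatives ran from 0.0137 to 0.387 for *Dop1R1*, from 0.276 to 0.942 for *TyrR*, from 0.00894 to 0.292 for *Octbeta1R*, from 0.0157 to 0.635 for *GABA-B-R2*, from 0.568 to 0.999 for *Pu*, from 0.0429 to 0.534 for *Ddc*, from 0.0126 to 0.872 for *PGRP-LB*, from 0.0219 to 0.190 for *Mmp1*, from 0.0212 to 0.399 for *Toll-7*, from 0.0177 to 0.174 for *PGRP-LC*, from 0.0399 to 0.360 for *PGRP-LE* and from 0.0415 to 0.220 for *Tollo*.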

Other observations

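The count of neuron markers for nerve tissue RNA was chosen only after the result was seen, and the length offset, total exon reads and the removal of adult trachea replicates 3 and 4 only after the data were seen. The lists of cell type markers were written before any test of them.

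Among neuron, receptor and channel genes, 17 of 18 neuron markers, 7 of 10 nicotinic receptor subunits, 6 of 17 biogenic amine receptors, 6 of 28 neuropeptide receptors, 6 of 19 potassium channels and 2 of 14 glutamate receptors were called higher in adult tracheae than in whole flies (biogenic amine receptors 3 without adult trachea replicate 3 or whole-fly replicate 2; neuropeptide receptors 2 without adult trachea replicate 2 or 3 or whole-fly replicate 2 or 4, 3 without whole-fly replicate 1 and 1 without whole-fly replicate 3; neuron markers 11 without adult trachea replicate 3, and 10 to 18 over the alternatives). Gene length bias cannot be told apart from a real increase, because with the length offset 10 of 18 markers were called, between the bounds of at most 4 and at least 12 set for this test, and the log2 fold change of *brp* went from 5.05 to 2.95 and that of *nSyb* from 3.59 to 2.63. With that offset 3 biogenic amine receptors were higher and 1 lower, and 3 neuropeptide receptors were higher and 0 lower. RNA from nerve tissue in the dissected trachea cannot be told apart from expression by tracheal cells, because the 17 markers called higher are the pattern itself and no other test was run. The most abundant markers in adult tracheae were *Syx1A* and *nSyb*, at 16.7 and 10.5 RPKM, and of the 18 markers 2 are held by another list and 2 had an RPKM of at least 0.5 in larval tracheae. Both sources stay open.

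Photoreceptor, midgut and egg shell genes stood at high mean levels in adult tracheae and near 0 in larval ones, led by *Arr2* (723 RPKM), *ninaE* (687), *alphaTry* (2404), *Jon65Aiv* (1838), *Cp15* (1988) and *Cp19* (1719), although the egg shell genes varied between the adult libraries, with *Cp15* at 354, 189, 22.1 and 7386 RPKM in replicates 1 to 4 and *Cp19* at 5042, 11.8, 24.2 and 1798. The median share of unique reads over 61 markers was 100%, although the lowest gene had 0%, and this pooled median cannot speak for a single family. On uniquely mapped reads 18 of 22 photoreceptor, 11 of 14 midgut and 17 of 20 ovary and eggshell markers were higher in adult than in larval tracheae. Reads shared between paralogs do not account for these calls. Markers without unique reads enough for a test stay open. RNA from the eye in the dissected trachea cannot be told apart from other sources: over 20 photoreceptor markers the SD of the log2 ratio to whole flies was 1.32, between the 5th percentile (1.03) and the median (1.50) of 10000 random lists, at percentile 28.9, with a median log2 ratio of 0.79. Of 23 photoreceptor markers 0 are held by another list and 5 had an RPKM of at least 0.5 in larval tracheae. Stage, age and sex differ between these tracheae and stay open, as untested.

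In the comparison of larval tracheae with whole flies, which the paper does not report, lists of the tracheal epithelium and its cuticle were higher in larval tracheae. Called higher and lower with edgeR were 16 and 0 of 17 tracheal epithelium markers, 12 and 0 of 12 septate junction genes, 11 and 0 of 13 chitin synthesis genes, 11 and 0 of 11 genes of the Lcp cuticle family, 7 and 0 of 7 of the Ccp84A family, 7 and 0 of 8 of fibroblast growth factor and branching and 7 and 0 of 10 methuselah genes. The preset camera test gave adjusted p = 1.06e-09 for tracheal epithelium markers and adjusted p = 2.11e-08 for septate junction genes, and with an estimated correlation adjusted p = 0.0576 for both. The tracheal epithelium list shares members with the chitin, septate junction and branching lists. Other lists were mostly lower in larval tracheae, with the counts higher and lower again given in this order: 1 and 53 of 69 oxidative phosphorylation genes, 0 and 23 of 24 ovary and eggshell genes, 0 and 15 of 15 midgut markers, 3 and 16 of 22 photoreceptor markers, 1 and 16 of 20 cell cycle genes, 0 and 10 of 10 maltases and 0 and 6 of 6 Bomanins. The 1 higher cell cycle gene was not called without larval trachea replicate 1 or 3 or whole-fly replicate 2, 3 or 4, and without larval trachea replicate 3 a chitin gene was lower. For oxidative phosphorylation genes the preset camera test gave adjusted p = 6.13e-11 and the estimated one adjusted p = 0.137, and with the length offset 8 were higher and 11 lower. Ribosomal protein genes went 5 higher and 8 lower of 85, turned to 1 and 54 with limma on log2(RPKM + 0.1) and to 70 and 1 with the length offset. Without larval trachea replicate 1, 2, 3 or 4 the number of them lower was 2, 5, 13 and 2, and without whole-fly replicate 1, 2, 3 or 4 it was 4, 2, 2 and 3. With filterByExpr 6 of 6 Lcp and 4 of 4 Ccp84A genes were higher, and with all 3 groups in 1 fit 8 cell cycle genes were lower.

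Between adult tracheae and whole flies, further lists with several members called higher were melanization genes (9 of 15 higher and 0 lower; 10 when adjusted over the list alone; camera, adjusted p = 0.000314, and adjusted p = 0.257 with an estimated correlation) and serpins (8 of 15; 5 without whole-fly replicate 2 and 5 on uniquely mapped reads). Haemocyte markers moved with the melanization genes, 10 of 13 higher and 0 lower (6 without whole-fly replicate 3), and *PPO1*, *PPO2* and *PPO3* are in both lists. Muscle markers were higher in 10 of 21 cases (5 without whole-fly replicate 2 or 3, 5 with all 3 groups in 1 fit, 4 with limma on log2(RPKM + 0.1) and 6 without adult trachea replicates 3 and 4). Oxidative phosphorylation genes were higher in 10 of 70 and lower in 0 (6 without adult trachea replicate 3, 2 without whole-fly replicate 2 or 3, 5 without whole-fly replicate 4, and 1 lower without adult trachea replicate 1 or 4), with 22 by DESeq2 and 21 with the length offset, and 2 higher and 2 lower with limma on log2(RPKM + 0.1), and 3 and 2 without adult trachea replicates 3 and 4.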
